# ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice

**DOI:** 10.1371/journal.pgen.1002920

**Published:** 2012-08-30

**Authors:** Ewa Damrath, Melanie V. Heck, Suzana Gispert, Mekhman Azizov, Joachim Nowock, Carola Seifried, Udo Rüb, Michael Walter, Georg Auburger

## Abstract

Spinocerebellar Ataxia Type 2 (SCA2) is caused by expansion of a polyglutamine encoding triplet repeat in the human *ATXN2* gene beyond (CAG)_31_. This is thought to mediate toxic gain-of-function by protein aggregation and to affect RNA processing, resulting in degenerative processes affecting preferentially cerebellar neurons. As a faithful animal model, we generated a knock-in mouse replacing the single CAG of murine *Atxn2* with CAG42, a frequent patient genotype. This expansion size was inherited stably. The mice showed phenotypes with reduced weight and later motor incoordination. Although brain *Atxn2* mRNA became elevated, soluble ATXN2 protein levels diminished over time, which might explain partial loss-of-function effects. Deficits in soluble ATXN2 protein correlated with the appearance of insoluble ATXN2, a progressive feature in cerebellum possibly reflecting toxic gains-of-function. Since *in vitro* ATXN2 overexpression was known to reduce levels of its protein interactor PABPC1, we studied expansion effects on PABPC1. In cortex, PABPC1 transcript and soluble and insoluble protein levels were increased. In the more vulnerable cerebellum, the progressive insolubility of PABPC1 was accompanied by decreased soluble protein levels, with PABPC1 mRNA showing no compensatory increase. The sequestration of PABPC1 into insolubility by ATXN2 function gains was validated in human cell culture. To understand consequences on mRNA processing, transcriptome profiles at medium and old age in three different tissues were studied and demonstrated a selective induction of *Fbxw8* in the old cerebellum. *Fbxw8* is encoded next to the *Atxn2* locus and was shown *in vitro* to decrease the level of expanded insoluble ATXN2 protein. In conclusion, our data support the concept that expanded ATXN2 undergoes progressive insolubility and affects PABPC1 by a toxic gain-of-function mechanism with tissue-specific effects, which may be partially alleviated by the induction of FBXW8.

## Author Summary

Frequent age-associated neurodegenerative disorders like Alzheimer's, Parkinson's, and Lou Gehrig's disease are being elucidated molecularly by studying rare heritable variants. Various hereditary neurodegenerative disorders are caused by polyglutamine expansions in different proteins. In spite of this common pathogenesis and the pathological aggregation of most affected proteins, investigators were puzzled that the pattern of affected neuron population varies and that molecular mechanisms seem different between such disorders. The polyglutamine expansions in the Ataxin-2 (ATXN2) protein are exceptional in view of the lack of aggregate clumps in nuclei of affected Purkinje neurons and well documented alterations of RNA processing in the resulting disorders SCA2 and ALS. Here, as a faithful disease model and to overcome the unavailability of autopsied patient brain tissues, we generated and characterized an ATXN2-CAG42-knock-in mouse mutant. Our data show that the unspecific, chronically present mutation leads to progressive insolubility and to reduced soluble levels of the disease protein and of an interactor protein, which modulates RNA processing. Compensatory efforts are particularly weak in vulnerable tissue. They appear to include the increased degradation of the toxic disease protein by FBXW8. Thus the link between protein and RNA pathology becomes clear, and crucial molecular targets for preventive therapy are identified.

## Introduction

Spinocerebellar Ataxia Type 2 (SCA2) is one of 9 currently known inherited neurodegenerative diseases (e.g. Huntington's disease, SCA1, SCA3, SBMA) that are caused by an expanded CAG trinucleotide repeat within the coding region of the disease gene, which expands its size from generation to generation and is translated to a polyglutamine (polyQ) domain [1]–[4]. More than 90% of the human population carry a repeat size of 22–23 triplets in the Ataxin-2 (*ATXN2*) gene [3], while alleles between 27 and 33 are considered intermediate size expansions and were recently shown to result in a higher risk for related neurodegenerative diseases such as ALS and Parkinsonism [5]–[7]. Individuals having a polyQ-repeat of 32 CAGs or more may develop SCA2 [8], with larger repeat sizes resulting in a more severe disease course and earlier manifestation. Clinical disease onset occurs usually in late adult life [9]–[11].

The clinical manifestations of all Spinocerebellar Ataxias are similar, making the molecular genotyping indispensable to establish diagnosis [8]. Increased appetite with subsequent loss of subcutaneous fat and of weight are peripheral tissue features in other polyQ neurodegenerative diseases such as Huntington's disease [12], [13] and are also common in SCA2 patients [8], [14]. The primary characteristic manifestation in SCA2 patients reflects cerebellar incoordination signs like gait/stance/limb ataxia, dysarthria, dysmetria, adiadochokinesia, action tremor and hypotonia. Besides, the thalamus, brainstem, cranial nerves, spinal cord and muscles are affected early on, leading to a relatively characteristic manifestation with reduced saccade velocity, altered sleep, reduced deep tendon reflexes and cramps [15]–[23]. Early involvement of the midbrain can also lead to a manifestation as Parkinsonism [24], [25]. Degeneration of the basal ganglia and the precerebellar nuclei is also present, while the affection of the cerebral cortex occurs relatively late [15], [26]. Parkinsonism is also frequent among the few patients with SCA2 homozygosity, where generally the same vulnerability pattern was observed, but relatively early affection of the retina, the oculomotor, reticulotegmental, facial, lateral vestibular, raphe interpositus nuclei in the brainstem and some pyramidal cells in the primary motor cortex was reported [27]–[29]. Therapy is mostly palliative, but a surprising effect of deep brain stimulation on tremor was reported in one case [30]. In the end stage of disease, patients die mostly from respiratory failure [8].

Microscopic SCA2 findings in the cerebellum include early loss of the large Purkinje neurons, preceded by a reduction in their dendritic arborisation and in the thickness of the molecular layer where the synaptic contacts and neuronal processes are located [15]. While pathological intranuclear inclusion bodies (NIIs) containing polyQ aggregates in SCA2 are detectable only in a minority of brainstem neurons and never in cerebellar Purkinje neurons, cytoplasmic aggregates of ATXN2 were reported in SCA2 patient brains and in a mouse mutant with Purkinje-cell specific maximal transgenic overexpression of ATXN2 [31]–[33], raising the question to what extent the formation of inclusion bodies containing the insoluble disease protein is the driving force in the neurodegenerative process of SCA2.

The expanded polyglutamine domain in other disease proteins is thought to mediate pathogenesis mainly by a toxic gain-of-function mechanism, in particular through aggregation of the mutant protein [34]. Partial loss-of-function effects have also been noted for polyQ disease proteins where the physiological function can already be quantified [35]–[37]. The few facts known about the function of ATXN2 suggest that it exerts its neurodegenerative effects as part of protein-RNA complexes [5]. ATXN2 is involved to some extent in trophic signalling [38]. Sequence analysis of ATXN2 revealed a PAM2 motif that mediates direct binding with the poly(A)-binding protein PABPC1 [39], [40] and two Lsm motifs that may be involved in RNA processing. In the mammalian cell line HEK293, the reduced ATXN2 levels lead to increased endogenous PABPC1 levels and vice versa [41]. ATXN2 protein associates with polyribosomes [40] and is mainly localized at the rough endoplasmic reticulum [42]. Furthermore, ATXN2 was found to be part of and necessary for the formation of stress granules (SGs), distinct foci within the cytoplasm, where untranslated mRNAs are translationally inhibited during conditions of cell stress [39], [41]. The expression of ATXN2 in the cerebellum is prominent in Purkinje neurons that comprise a small minority of all cerebellar cells, but are conspicuous due to their large cytoplasm and dendritic trees, and their exceptional content of ribosomal machinery easily visualized in Nissl stains. In cortex the expression of ATXN2 is widespread through neuron populations of several layers (compare Allen brain atlas and reference [43]).

As a faithful animal model of SCA2, we now generated the first ATXN2 polyQ knock-in mouse. While mice usually have 1 CAG at the site of the human ATXN2 triplet repeat, the knock-in mice were designed to carry 42 CAGs in this locus. Knock-in mice have three distinct advantages over available models [44]. Firstly, the preferential vulnerability of specific tissues can be investigated in contrast to models employing heterologous promoters. For this aim we chose to compare the cerebellum as an early, severely affected tissue versus cerebral cortex where the neurons are lost only at late stages and where cognitive signs originate only in few patients. Secondly, in knock-in mice the contribution of partial loss-of-function versus toxic gain-of-function effects can be studied, in contrast to transgenic overexpressing animals or transfected cells that model SCA2 through elevated dosage of ATXN2 DNA, mRNA and protein. For this purpose, we performed a careful evaluation of mutants from different litters in comparison to their wild-type littermates, assessing systematically the endogenous transcript levels, soluble protein and insoluble protein levels as driven by the endogenous promoter. Thirdly, knock-in mice have the advantage over knock-in cells that disease progression and mutation effects can be studied over years. Towards this goal, we decided to perform longitudinal observation from early adult life (age 6 weeks) to multimorbid senescence (age 21 months) and to document the progressive effects of the ATXN2 expansion on PABPC1. We chose PABPC1 as a direct protein interactor of ATXN2, which relocalizes together with ATXN2 under cell stress from the rER to SGs, is controlled in its protein level by the physiological function of ATXN2, and has a well studied cellular role in RNA processing. The data observed indicate selective and progressive pathology of cerebellar tissue regarding ATXN2 insolubility, PABPC1 deficiency, FBXW8 upregulation and locomotor impairment.

## Results

### The Repeat Size of *Atxn2*-CAG42-Knock-In Mice Is Stably Transmitted

We generated a mouse line that expresses expanded *Atxn2* under the control of the endogenous murine *Atxn2* promoter (Figures S1 and S2, Table S1). To confirm the successful homologous recombination, a PCR with CAG-repeat flanking primers was performed on DNA tail biopsies (Figure 1A), the product sequence verified and the introduction of the CAG42-repeat confirmed. To test how the repeat is transmitted in the mice over successive generations, the PCR-products from mice across nine generations from WT, heterozygous (CAG1/CAG42) and homozygous (CAG42) animals were subjected to fragment analysis and their size was determined (Figure 1B). All products had the exact same length. These data indicate that the knock-in mice have a repeat of 42 CAGs that is stably transmitted.

**Figure 1:**
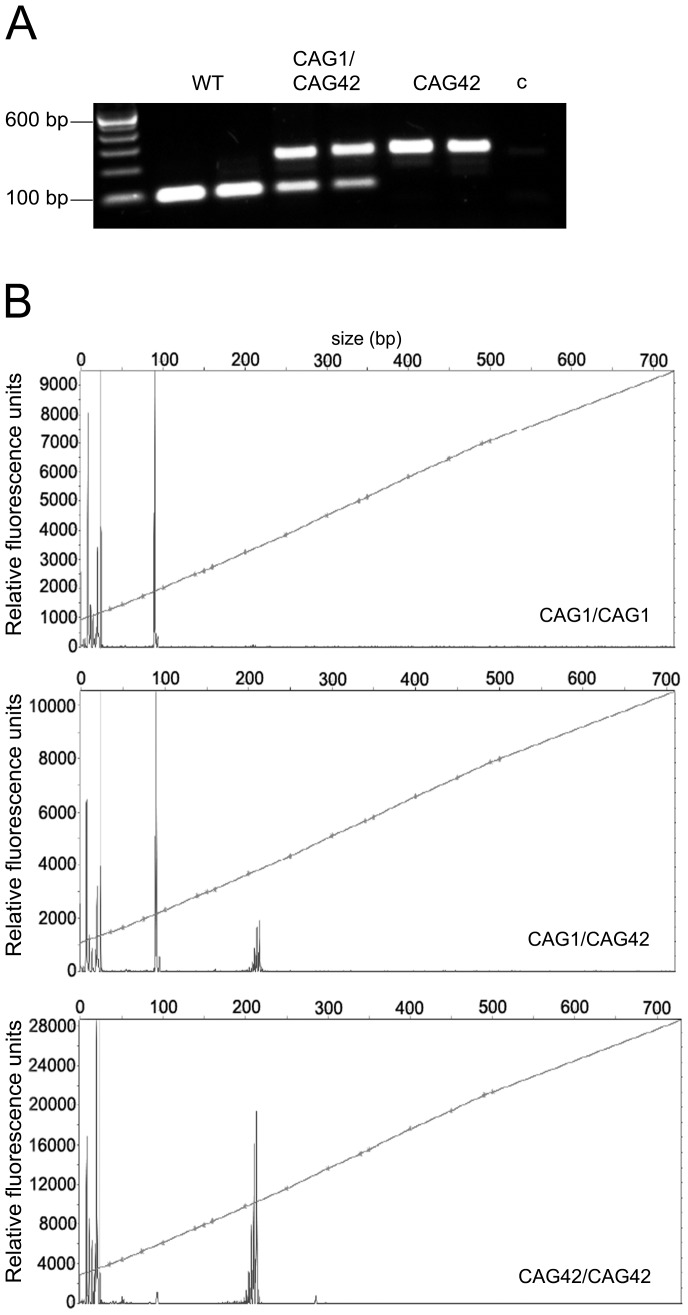
The paternal and maternal transmission of the 42 CAG repeat is stable. (A) A CAG-repeat flanking PCR with one FAM-labelled primer was performed. As expected, wild-type (WT) animals showed one product at 94 bp, whereas heterozygotes (CAG1/CAG42) showed an additional larger product. In homozygous mutant mice (CAG42) only the larger product was detected. c: negative control. (B) The exact PCR product size was confirmed by fragment length analysis. The peak in the WT sample represents the 94 bp product, while the 217 bp peak appeared in CAG42 animals. Both peaks were detectable in CAG1/CAG42 mice.

### CAG42 Mice Show Reduced Weight and Change from Excellent Motor Coordination at Young Age to a Deficit at Old Age

To investigate changes in body weight which frequently accompany neurodegenerative diseases and in particular SCA2, littermate mice with homozygous mutant or wild-type genotypes (Figure S3) were weighed at regular intervals from postnatal day 10 onwards. Already at the age of 10 days, CAG42 mice had a significant body weight reduction of 19.27% compared to wild-type littermates (p = 0.0002); a reduction of 13–22% remained significant throughout their life span (20 days: p = 0.0005; 6 weeks: p = 0.0015; 3 months: p = 0.0025; 6 months: p = 0.0196; 12 months: p = 0.0141; 18 months: p = 0.0265; 21 months: p = 0.0496). Still, the weight gain was similar in CAG42 and WT. The body weight of CAG1/CAG42 was consistently, but non-significantly less than WT (Figure 2A).

**Figure 2:**
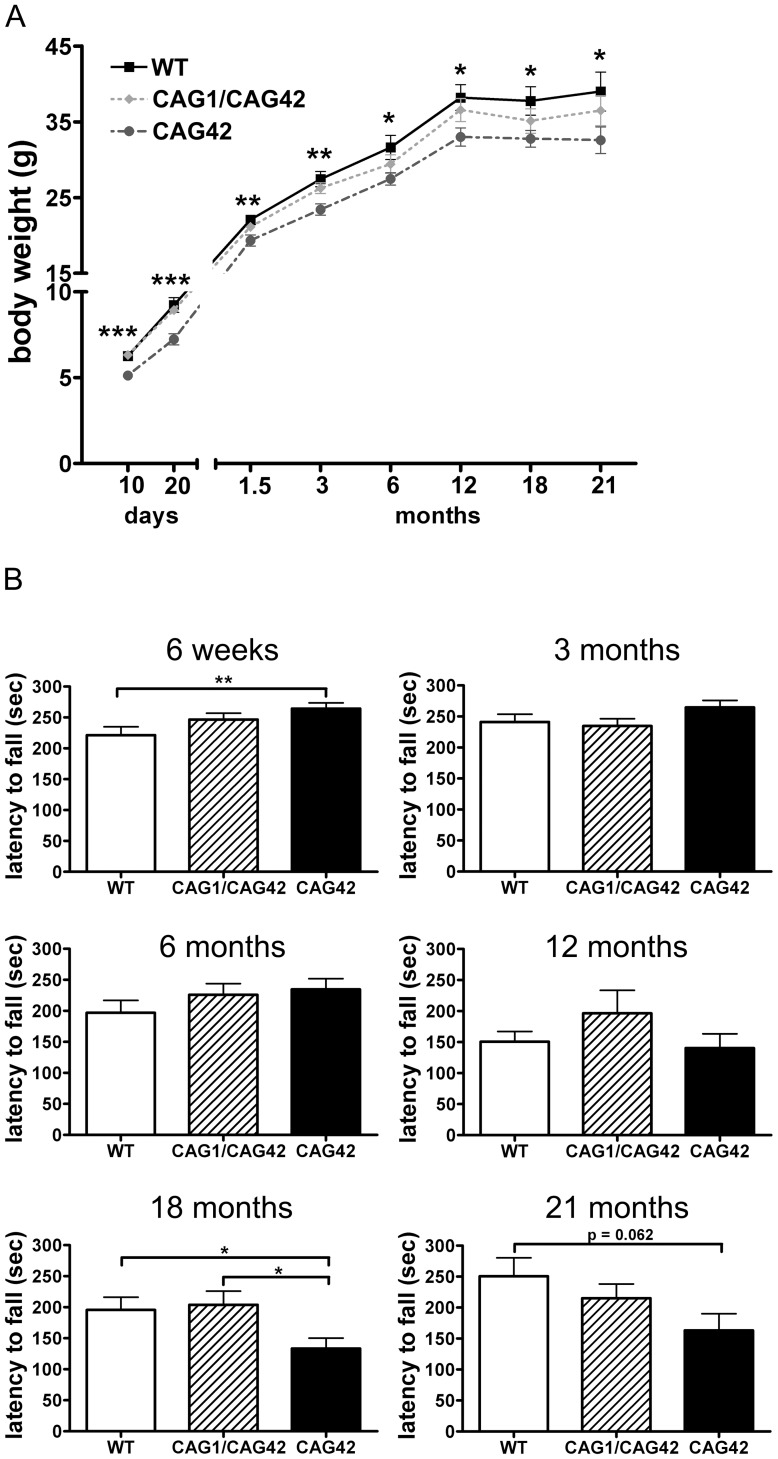
A constant weight reduction and a late-onset deficit in a cerebellar test paradigm. (A) Homozygous CAG42 mice had a reduced body weight by birth up to the age of 21 months, while no change was observed in heterozygous CAG1/CAG42 mice in comparison to wild-type littermates (n≥14 per genotype). (B) Motor coordination was tested on an accelerating rotarod apparatus. An initially increased locomotor performance at 6 weeks of age in the CAG42 mice was replaced by normal activity at 3, 6 and 12 months. At 18 and 21 months age, CAG42 mice showed impaired motor coordination (until 18 months: n≥14 per genotype, 21 months: n≥6 per genotype).

The knock-in mice did not show overt ataxic behaviour during cage life. To assess the development of a cerebellar phenotype in more detail, animals were placed on an accelerating rotarod apparatus and their latency to fall was recorded. At 6 weeks, the first time point tested, the latency to fall was 1.2-fold increased (p = 0.0096) in CAG42 mice in comparison to their wild-type littermates. CAG1/CAG42 mice were performing equally well as wild-types. At 3, 6 and 12 months, both CAG42 and CAG1/CAG42 showed no difference to WT in their performance. At the age of 18 months the CAG42 mice showed a significantly shorter latency to fall (0.68-fold, p = 0.0296) from the rotarod, while at 21 months significance was just missed (0.65-fold reduction, p = 0.062), probably due to the low number of animals remaining alive and available for analyses. Thus, CAG42 at early adult age performed better than WT, but at old age considerably worse in this test paradigm with particular sensitivity for cerebellar dysfunction, reflecting possibly an initial overcompensation followed by late-onset pathology. CAG1/CAG42 mice even at old age still performed similarly well as the WT mice (Figure 2B), in keeping with other reports that mice homozygous for polyQ expansion disease show a stronger phenotype than heterozygous animals. Grip strength remained unchanged, indicating that motor neuron pathology and paralysis are absent (data not shown). In addition, footprint analysis did not show any differences between WT and CAG1/CAG42 or CAG42 mice up to 21 months (data not shown). As ATXN2 triplet repeat expansions in human can also lead to Parkinson syndrome with impaired spontaneous movement, the motor activity of mice in an open field was recorded. Neither horizontal/vertical activity, total distance, movement time, number of movements, number of stereotypy counts, margin/centre distance nor margin/centre time were consistently altered (data not shown). Consequently, there was no motor hyperactivity to explain the reduced body weight of knock-in animals. Since the *Atxn2* knock-out mice show excessive weight, the present data might be interpreted as evidence for a gain-of-function effect of the *Atxn2*-CAG42-knock-in in peripheral tissues. In summary, a permanent reduction of body weight and a late-onset impairment of rota rod performance were the only apparent phenotypes in CAG42 mice.

### The *Atxn2* mRNA Is Stable and Its Expression Is Elevated in Cerebellum and Cortex

In order to verify that the homologous recombination event does not interfere with *Atxn2* expression and to assess the stability of the expanded transcript, quantitative real-time RT-PCR (qPCR) was performed in cerebellum and cerebral cortex. While the cerebellar *Atxn2* mRNA levels at 6 weeks of age were unchanged, at 6 months (p = 0.0146) and 18 months (p = 0.0339) they were significantly elevated to 1.07-fold levels. In the cortex, the upregulation of *Atxn2* mRNA expression was already significant at 6 weeks (1.29-fold, p = 0.0101) and stayed significant at 6 months (1.16-fold, p = 0.0005) and 18 months (1.16-fold, p = 0.0474). The transcript levels of the Ataxin-2 interactor *Pabpc1* remained unchanged at all time points in cerebellum. In contrast, in cortex an upregulation of *Pabpc1* mRNA to 1.07-fold (p = 0.0061) and 1.16-fold (p = 0.0028) became apparent at 6 and 18 months, respectively (Figure 3). Thus, a mild but statistically significant elevation of *Atxn2* transcript became apparent during adult life in cerebellum and even earlier in cortex, indicating that the selection marker remaining in the *Atxn2* genomic locus does not impair *Atxn2* transcription and that the presence of a CAG42 repeat in the *Atxn2* transcript does not lead to its instability. Abnormally elevated *Pabpc1* mRNA levels became apparent only in the cortex by 6 months, a noteworthy finding since previous *in vitro* transient transfection studies [41] found the ATXN2 loss-of function to increase PABPC1 levels.

**Figure 3:**
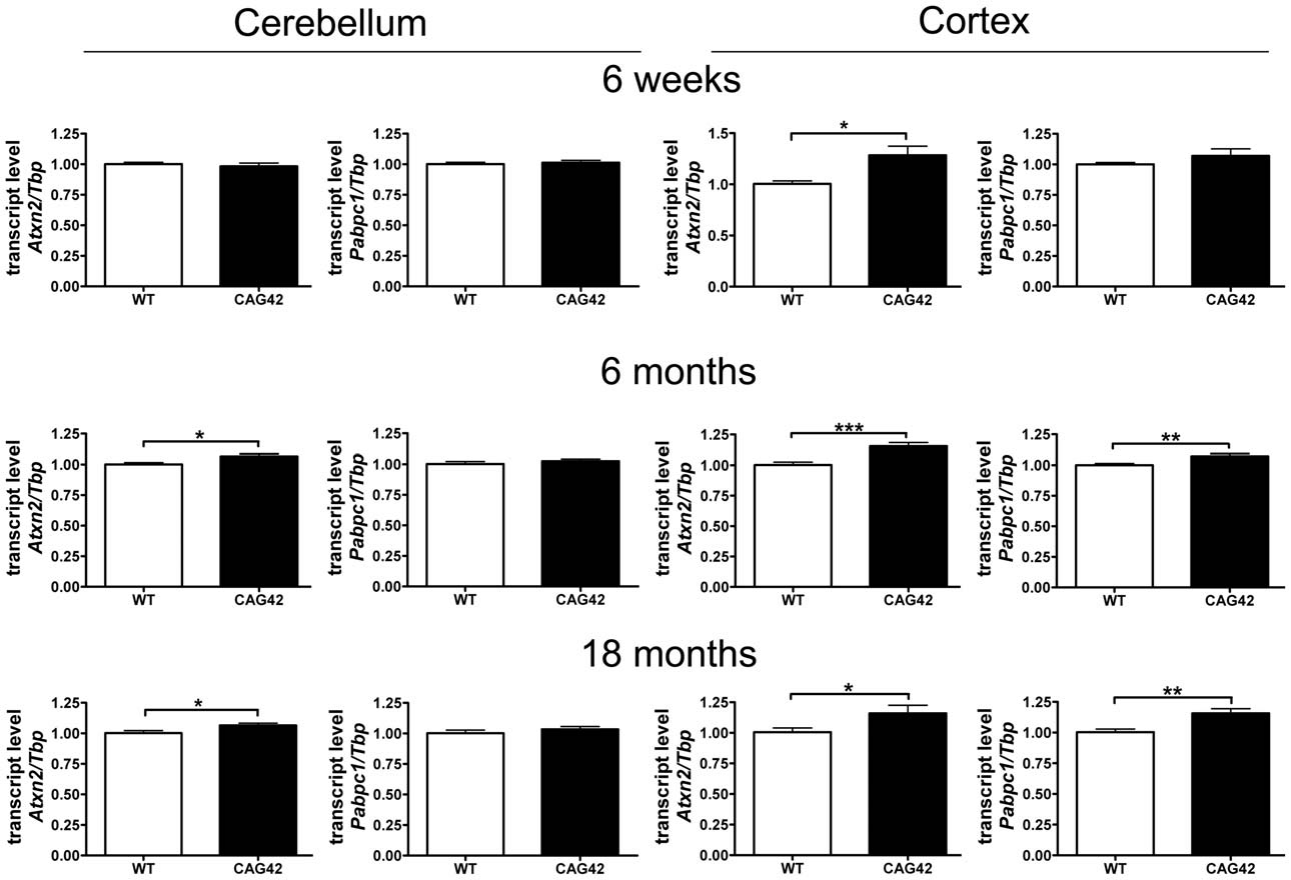
*Atxn2* and *Pabpc1* mRNA levels are elevated in specific ages and areas. In the cerebellum an *Atxn2* mRNA elevation was not detectable until 6 months, whereas the *Pabpc1* transcript levels remained unchanged. In the cortex an *Atxn2* mRNA elevation was already detected by 6 weeks and *Pabpc1* mRNA was upregulated by 6 months (n = 9–16 animals/genotype/tissue).

### The Soluble Protein Levels in Old Cerebellum and Cortex Are Reduced for ATXN2 and Altered for PABPC1

We investigated the stability and steady-state levels of expanded ATXN2 in extracts of proteins soluble in RIPA extraction buffer. Expanded ATXN2 with 42 glutamines displayed slowed electrophoretic mobility in comparison to wild-type ATXN2 (Figure 4). Both in cerebellum and cortex, a reduction of soluble ATXN2 was detectable in the CAG42 mice. The levels were diminished in the cerebellum consistently at 6 weeks (0.75-fold, p = 0.1008), 6 months (0.77-fold, p = 0.0808) and significantly reduced at 18 months (0.62-fold, p = 0.0037). The reduction of levels in the cortex missed significance at 6 weeks (0.86-fold, p = 0.1553), but became significant both at 6 months (0.55-fold, p = 0.0046) and 18 months (0.75-fold, p = 0.0344). As expected by the elevated *Pabpc1* transcript levels, cortical soluble PABPC1 levels were elevated by 18 months (1.28-fold, p = 0.0293). Curiously, however, cerebellar soluble PABPC1 was significantly reduced already at 6 weeks (0.82-fold, p = 0.034) and again at 18 months (0.75-fold, p = 0.0235) (Figure 4). Thus, a reduction of soluble Q42-ATXN2 protein in spite of elevated transcript levels was a consistent finding in both tissues at all ages, in keeping with a partial loss-of-function and explaining the elevated *PABPC1* transcription in the cortex. However, selectively in the cerebellum PABPC1 soluble protein was also reduced in absence of any compensatory mRNA induction.

**Figure 4:**
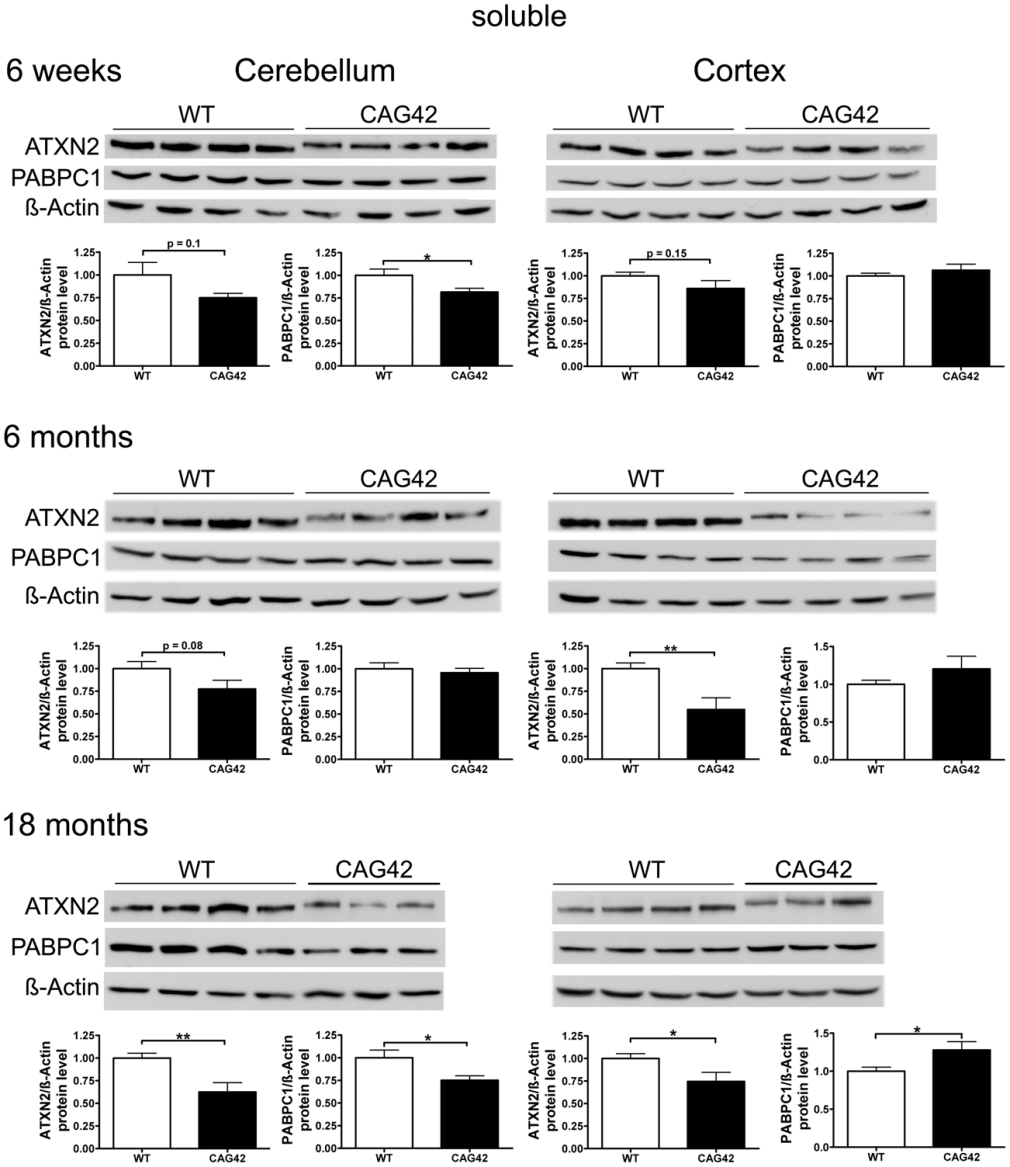
Soluble ATXN2 protein levels are reduced and PABPC1 levels change. In cerebellar tissue, a trend in ATXN2 reduction was observed at 6 weeks and 6 months age, with significance in ATXN2 reduction being reached at 18 months of age. Also, a significant PABPC1 reduction was apparent in 6 weeks and 18 months old CAG42 mice in the cerebellum. In the cortex, a reduction of ATXN2 levels was observed in 6 weeks old animals as a trend and with significance from 6 months onwards. An elevation of PABPC1 levels became significant at 18 months of age (n = 10–12 mice/genotype/tissue).

### Progressive Insolubility of Q42-ATXN2 and PABPC1

To test whether increased insolubility of Q42-ATXN2 explains the effects observed, proteins from the pellet after extraction of the soluble proteins were further extracted with a harsher buffer from 6, 12 and 24 months old mice. Detection with the anti-ATXN2 antibody failed, possibly due to epitope masking. Detection with the 1C2 antibody which recognizes polyQ tracts of at least 38 glutamines [45] was successful in revealing the expected band of correct size which was not apparent in wild-type tissue and exclusively appeared in mutant tissue. In the cerebellum a clear increase of insoluble Q42-ATXN2 was detected, which was significant at 12 (3.14-fold, p = 0.0096) and 24 months (4.28-fold, p = 0.0002) in comparison to 6 months Q42-ATXN2. In the cortex, however, an increase was not observed. Also, insoluble PABPC1 protein levels in the cerebellum increased over time and were significantly elevated at 24 months both in comparison to 24 months old WT (1.72-fold, p = 0.0078) and to 6 months old CAG42 tissue (1.9-fold, p = 0.0357). More insoluble PABPC1 was observed in the cortex, a bias which manifested as a trend in 6 months old mice (1.464-fold, p = 0.0812) and became significant by 24 months in comparison to the WT of the same age (1.98-fold, p = 0.02) and also in comparison to 6 months old CAG42 mice (2.036-fold, p<0.0001). In wild-type animals the levels of insoluble PABPC1 levels remained similarly low over time (Figure 5A). Thus, increased insolubility of Q42-ATXN2, particularly in the old cerebellum, appears to sequester PABPC1 into insolubility and may explain the decreased levels of soluble ATXN2 and PABPC1.

**Figure 5:**
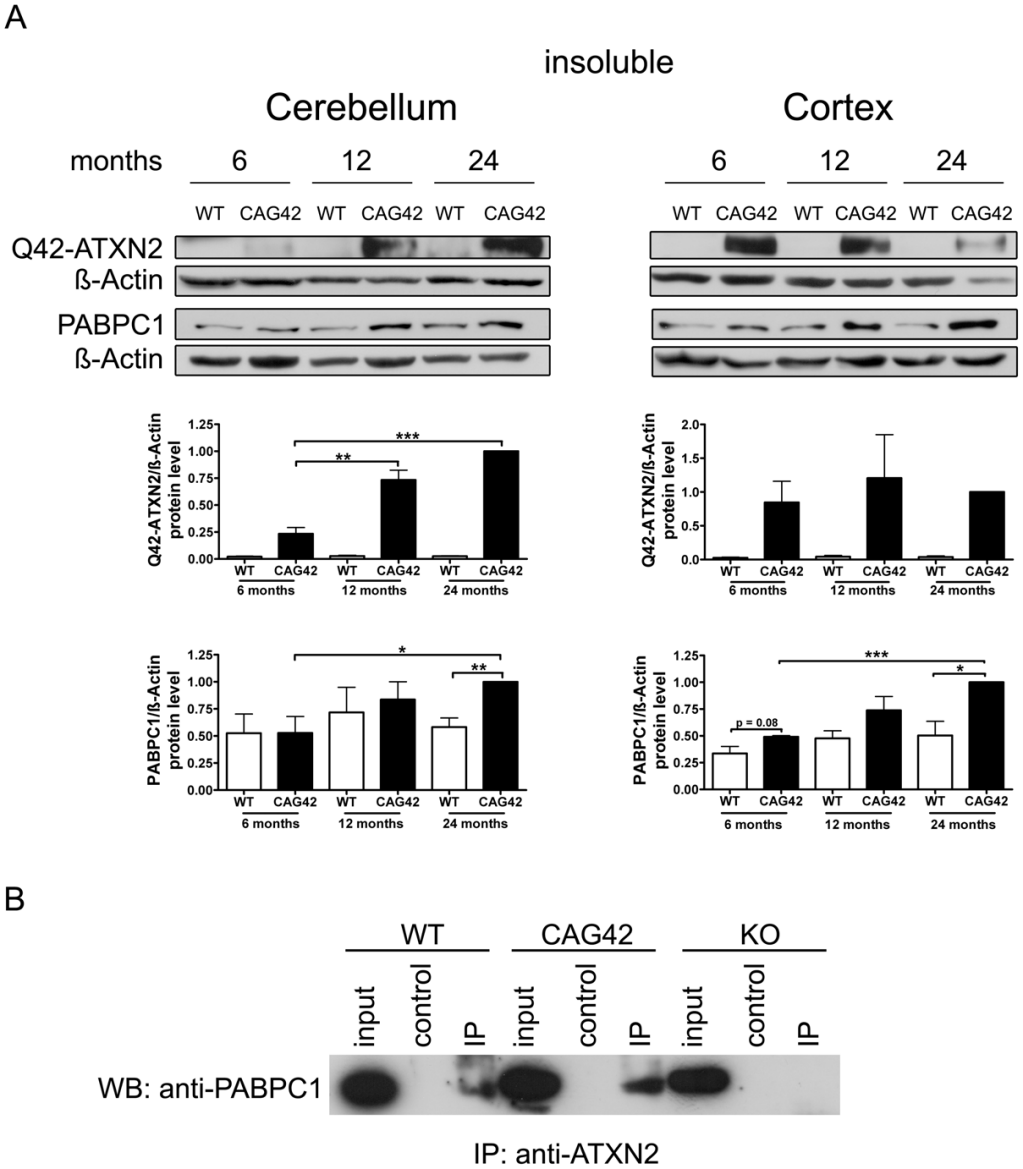
Increased sequestration of PABPC1 by insoluble Q42-ATXN2 with age. (A) In the cerebellum, a progressive insolubility of Q42-ATXN2 from 6 to 12 and 24 months was detectable. The solubility of PABPC1 decreased from 6 to 24 months of age. Insoluble Q42-ATXN2 levels did not change in the cortex, however, the insolubility of PABPC1 increased over time in CAG42 mice. Insoluble PABPC1 levels in WT mice remained stably low in both tissues. (n = 3 mice/genotype/tissue). (B) In the soluble fraction, both wild-type and expanded ATXN2 were able to co-immunoprecipitate PABPC1, with slightly more PABPC1 being pulled down in CAG42 mice.

In order to test the interaction between ATXN2 and PABPC1 in cerebellum with an independent biochemical method, ATXN2 was immunoprecipitated from wild-type, CAG42 and ATXN2-knock-out tissue and the co-immunoprecipitation of PABPC1 documented in immunoblots. Q42-ATXN2 pulled down slightly more of PABPC1 than wild-type ATXN2 (Figure 5B). Beyond previous reports of association between the two tagged recombinant transfected proteins, our data demonstrate for the first time this interaction between the two endogenous proteins in mammalian tissue. Thus, Q42-ATXN2 is likely to sequester PABPC1 into insolubility through direct interaction.

### ATXN2 and PABPC1 Are Sequestered into Visible Aggregates

To investigate whether this insolubility process results in the formation of visible cytoplasmic aggregates containing ATXN2, as described in affected neurons during late stages of SCA2 patients, immunohistochemistry on cerebellar brain sections was performed. At all ages tested, 7, 14 and 24 months, 1C2-immunoreactivity was purely nuclear in wild-type mice, while the presence of Q42-ATXN2 resulted in additional cytoplasmic signals of Purkinje neurons, starting discretely by 14 months age and becoming stronger by 24 months (Figure 6A–6F). The specific and selective ATXN2 immunoreactivity of Purkinje neurons could be successfully visualized by an unmasking technique, while remaining undetectable in knock-out tissue (Figure S4). This ATXN2 immunoreactivity of Purkinje cells revealed a diffuse cytoplasmic distribution in WT cerebellum, while it became discretely granular at 14 months in individual Purkinje neurons and markedly granular at 24 months in most Purkinje neurons of CAG42 mice (Figure 6G–6L). In addition, the PABPC1-immunoreactivity was diffusely cytoplasmic in WT mice, but became discretely granular in some Purkinje neurons by 14 months and markedly granular in most Purkinje neurons by 24 months of age (Figure 6M–6R). Nuclear inclusion bodies were never detected. A decrease of the molecular layer thickness or of the Purkinje cell number (data not shown), or a reduction in the intensity of Calbindin immunoreactivity (Figure S5) was not observed even at the age of 24 months, suggesting that a neurodegenerative process is not yet detectable at this age. Thus, the histological analysis supports the concept of progressive insolubility and aggregation of Q42-ATXN2 as well as PABPC1 in the cerebellar Purkinje neurons which are the prominent site of pathology in human SCA2.

**Figure 6:**
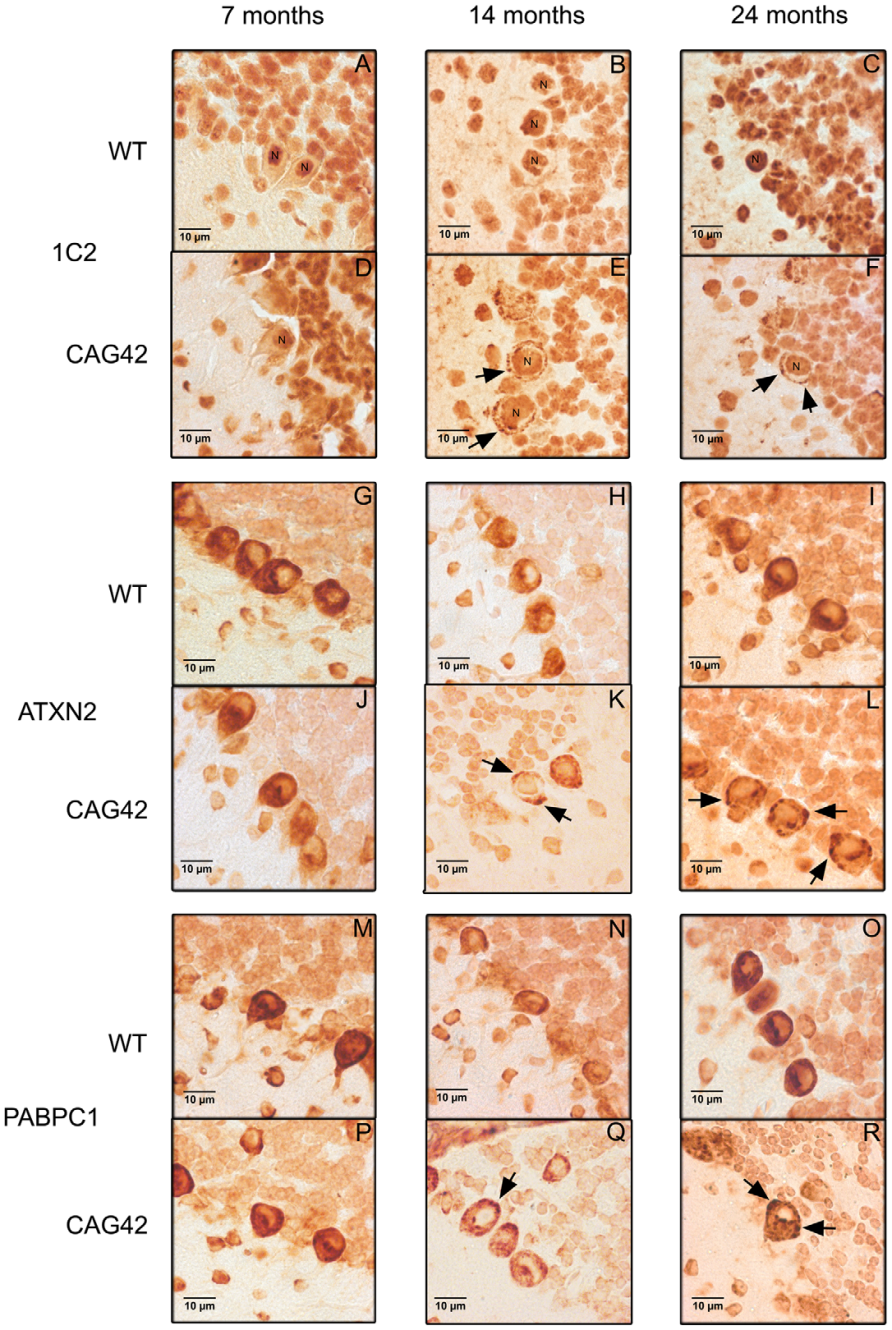
Immunohistochemistry of cerebellar Purkinje cells. At 7, 14 and 24 months age, the Purkinje cells showed a purely nuclear distribution of large polyQ-domains as revealed by 1C2-staining in WT tissue, while an additional granular cytoplasmic staining pattern became apparent at 14 and 24 months in knock-in tissue (A–F). ATXN2 immunoreactivity was diffusely distributed throughout the cytoplasm and concentrated in the perinuclear region in WT tissue, while a more granular appearance was detected discretely at 14 and markedly at 24 months in CAG42 mice (G–L). The expected diffuse cytoplasmic distribution of PABPC1 was documented in WT mice; whereas again a more granular staining pattern in CAG42 mice appeared by 14 months (M–R).

### Insoluble Normal and Expanded ATXN2 *In Vitro* Drives Endogenous PABPC1 into Insolubility

To confirm *in vitro* that insoluble expanded ATXN2 influences the PABPC1 solubility, HeLa cells were transfected transiently with CAG22-ATXN2 and CAG74-ATXN2 constructs. Successful overexpression was verified by qPCR and Western blot. Over 200-fold elevated *CAG22-ATXN2* and *CAG74-ATXN2* mRNA levels were accompanied by reduced *PABPC1* transcript levels (approximately 0.5-fold, p = 0.0087 and p = 0.0041) (Figure 7A), while at the protein level (Figure 7B) a 7.2-fold (p = 0.0374) and 6.7-fold (p = 0.1667) excess of soluble Q22-ATXN2 or Q74-ATXN2 was found, accompanied by a reduction of endogenous soluble PABPC1 levels to 0.65-fold (p = 0.0138 and p = 0.002). To assess the insoluble fractions of both proteins, the pellet after the extraction of soluble proteins was dissolved and re-extracted with more detergents. Overexpressed Q22-ATXN2 and Q74-ATXN2 were strongly detectable, while endogenous ATXN2 in the empty vector control transfection was practically undetectable. Endogenous PABPC1 levels in the insoluble protein fraction were increased to 3.2-fold after both Q22-ATXN2 (p = 0.0048) and Q74-ATXN2 (p = 0.0184) overexpression. These data corroborate our previous tissue data that insoluble ATXN2 of either normal or expanded size sequesters its interactor protein PABPC1 into insolubility and may thus contribute to the reduction of soluble PABPC1 levels. They are also in keeping with the previous *in vitro* reports [41] that the increase in soluble ATXN2 levels leads to reduced PABPC1 expression levels.

**Figure 7:**
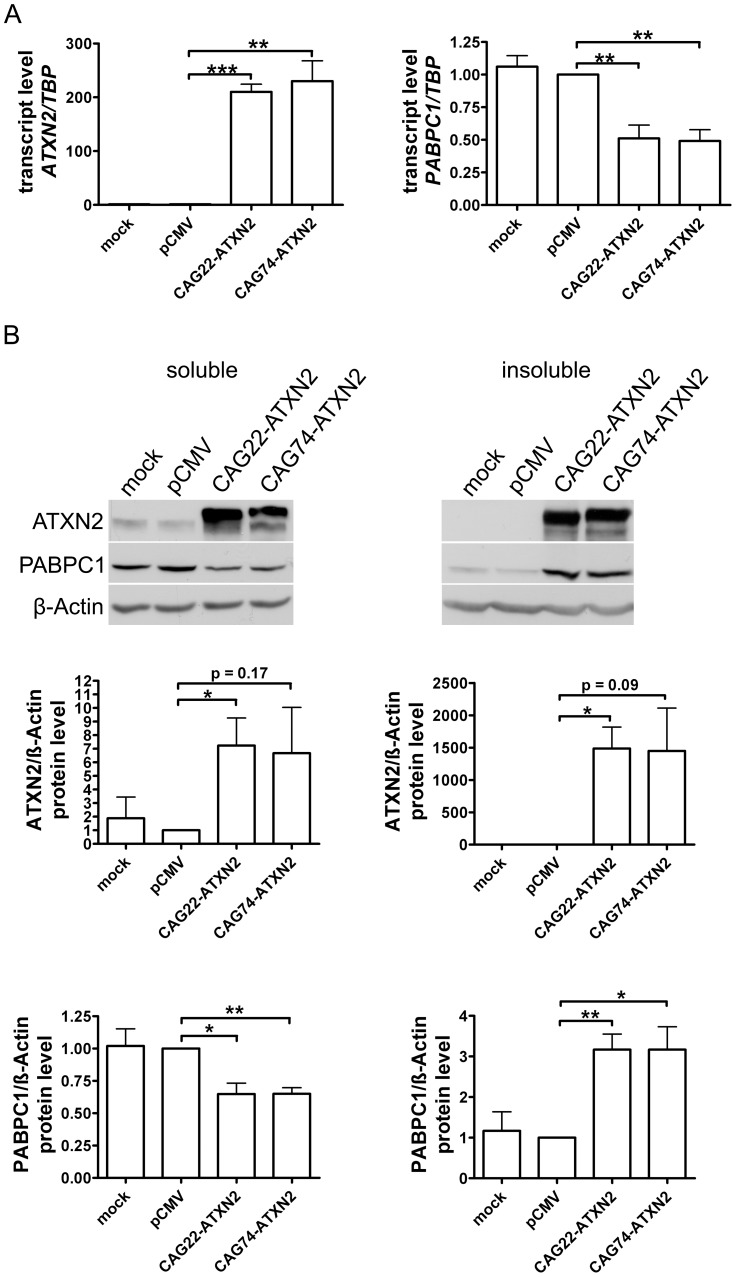
Normal and expanded insoluble ATXN2 drives PABPC1 into insolubility. (A) Overexpression of CAG22-ATXN2 and CAG74-ATXN2 led to significantly decreased *PABPC1* transcript levels. (B) Overexpressed Q22-ATXN2 or Q74-ATXN2 reduced endogenous soluble PABPC1 levels, whereas endogenous insoluble PABPC1 levels were significantly increased in the presence of insoluble ATXN2 (n = 3).

### Microarray Transcriptome Profiling at Medium and Advanced Age Documents Selective Induction of FBXW8 in Old Cerebellum

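CAG42 mice carry an expanded CAG repeat in the endogenous Atxn2 gene. At the age of 18 months, RNA of cerebellum, brainstem and liver was hybridized to 24 Affymetrix arrays, with 4 CAG42 and 4 WT mice in each of the 3 tissues. The arrays of the 6 months old mice were not analysed here. The labels of the 24 samples give tissue, genotype and replicate number, while the age is stated only in the paper. Labels and methods differ on the preparation: the labels name the RNeasy Midi kit and the standard Affymetrix protocol with a larger amount of total RNA than the methods, which name the 3′ IVT Express kit. The probe set names in the deposited values are those of the perfect-match-only version of the array, while the methods name MOE430 2.0. The authors normalized the scans with RMA, which corrects the background, brings the arrays to one distribution and summarises the probes of each probe set on the log2 scale.
Each array gave 45141 probe sets. After 104 control probe sets were left out, 45037 were tested, of which 28898 were assigned to 1 gene in the platform's annotation, 551 to several genes and 15588 to none. The median log2 value per array was between 4.42 and 4.54 in cerebellum of CAG42 mice (median 4.53), between 4.50 and 4.54 in WT cerebellum (median 4.51), between 4.56 and 4.61 in brainstem of CAG42 mice (median 4.60) and between 4.60 and 4.61 in WT brainstem (median 4.61). In liver it was between 4.15 and 4.19 in CAG42 mice (median 4.16) and between 4.13 and 4.25 in WT mice (median 4.21). Mice of one group correlated across probe sets with r of at least 0.992 in cerebellum and brainstem and 0.986 in liver of CAG42 mice, but down to 0.954 in WT liver. The median SD between mice of one group was 0.135 in cerebellum, 0.133 in brainstem and 0.204 in liver. A linear model with 1 mean per tissue and genotype was fitted to all 24 arrays with limma, so that the tissues share 1 estimate of each probe set's spread, and CAG42 and WT mice were compared within each tissue by the moderated statistic with Benjamini-Hochberg correction over the 45037 probe sets of that tissue. The paper's methods also name a linear model with an empirical Bayes model and this correction, but F-statistics, without saying over what these ran. The number of arrays limits the precision.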

Attempting a survey of the alterations in mRNA processing underlying this progressive pathology, we used cerebellum, brainstem and liver tissue from presymptomatic 6 months and symptomatic 18 months old WT and CAG42 mice (3 versus 3 animals per young group, 4 versus 4 per old group) to perform Affymetrix microarray transcriptome studies at a genome-wide level. At the age of 6 months, statistical analysis with correction for multiple testing after Benjamini-Hochberg demonstrated that no mRNAs showed dysregulated levels with significance in cerebellum and brainstem, while only one gene was differentially regulated in liver. This gene *Cyp4a14*, is represented only by one oligonucleotide spot on the microarray. The Cytochrome P-450 enzyme family has a known role in cholesterol biosynthesis and the Cyp4a14 induction is a known response of liver tissue to altered fat content [46]. Since fatty liver is a feature already documented and molecularly investigated in ATXN2-KO mice [47], we did not investigate this finding further. 

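In cerebellum of CAG42 mice aged 18 months, the transcripts of Fbxw8, an F-box protein, and Rhobtb2 were higher than in WT mice, and those of Adam1a, P2rx7, Dap, A930024E05Rik and Entpd3 and 1 of 3 probe sets of Aldh2 were lower. In all, 20 probe sets passed at an adjusted p under 0.05 (4 higher, 16 lower, and 8 higher, 16 lower with quantile normalization within tissue), of which 9 were assigned to no gene or to several and the others named these 8 genes. P2rx7, an ion channel opened by extracellular ATP, was measured at 3.81 ± 0.16 in CAG42 and 4.95 ± 0.20 in WT cerebellum (log2, SD, n = 4 mice), a log2 fold change of -1.14 (standard error 0.16, adjusted p = 0.00189 from limma). The mean of P2rx7 in CAG42 mice lay below the median of every cerebellum array (4.42 to 4.54). Dap, death-associated protein, changed by -0.85 (standard error 0.13, adjusted p = 0.00956) and by a second probe set, 1451112_PM_s_at, by -0.74 (adjusted p = 0.0431), Rhobtb2 by 0.73 (standard error 0.13, adjusted p = 0.0289) and Entpd3, an enzyme that hydrolyses extracellular nucleotides, by -0.49 (standard error 0.09, adjusted p = 0.0499). The neuropeptide precursor gene Cck (log2 fold change 0.58, adjusted p = 0.0668) and Bean1 (0.67, adjusted p = 0.0749) were next by p and did not pass. In brainstem, 7 probe sets passed, 1 higher and 6 lower, and the 2 named genes among them were P2rx7 (log2 fold change -1.13, standard error 0.16, adjusted p = 0.00245) and Aldh2, mitochondrial aldehyde dehydrogenase (-1.25, standard error 0.11, adjusted p = 1.19e-06). Aldh2 passed by 1457155_PM_at alone, which was dim in cerebellum (2.99 in CAG42 mice), while its 2 brighter probe sets had -0.13 and -0.03 in cerebellum and -0.04 and -0.12 in brainstem and did not pass. The genes next by p in brainstem did not pass: besides Adam1a, by 1443378_PM_s_at between Il1rap and Ccdc62 in this order, A330076H08Rik had a log2 fold change of -0.76 (adjusted p = 0.0998), the checkpoint kinase gene Chek2 of -0.65 (adjusted p = 0.127), the interleukin receptor gene Il1rap of 0.54 (adjusted p = 0.14), Ccdc62 of -0.75 and the RNA-binding protein gene Msi1 of -0.66 (both adjusted p = 0.256), and Rrm2b of -0.62 and the galanin receptor gene Galr3 of 0.47 (both adjusted p = 0.297). The 5 probe sets called in both tissues had the same direction in both, against 0.00311 expected for independent lists, although arrays of one genotype and number deviated together across tissues, so that the lists are not independent. The 4 CAG42 mice lay all above or all below the 4 WT mice for 19 of the 20 cerebellar probe sets, all but 1451112_PM_s_at of Dap, and for 7 of the 7 brainstem probe sets, all of which were chosen for a difference between the same mice. Over all 45037 probe sets this share was 3.94% in cerebellum and 3.70% in brainstem, where chance gives 2.86%.
Gene groups were listed before the data were examined here. Those with genes of Table 1 (Fbxw8, Acat1 and Ifi27), selected on these same arrays, are not independent of the data. None of 14 Purkinje cell markers passed in cerebellum (median log2 fold change -0.04). Of 15 genes of SCF ubiquitin ligases and F-box proteins (median 0.02), Fbxw8 passed as higher, also when adjusted over the list alone. The other 14 did not pass. In brainstem none of these 15 passed over all probe sets, and Fbxw8 (log2 fold change 0.90) was the 1 gene higher when adjusted over the list alone. The 12 choroid plexus genes had a median of 0.48 in cerebellum, with 0.94 for Ttr (transthyretin) and 0.99 for Folr1 (a folate receptor), and 0 of the 12 passed in limma, also when adjusted over the list alone. The group's mean per mouse, relative to WT, was 0.51 ± 0.29 in CAG42 and 0 ± 0.69 in WT mice (SD, n = 4, exact permutation test, two-sided, p = 0.229). camera with a preset correlation of 0.01 called this group (adjusted p = 2.48e-06) and also 10 immediate early genes (median 0.23, with 0.68 for Fos, adjusted p = 0.000224), 25 ribosomal proteins (median 0.07, adjusted p = 0.000552), 5 erythrocyte genes (median 0.53, adjusted p = 0.00264) and 14 microglia genes (median 0.18, with 0.38 for Trem2, adjusted p = 0.0389). None of the members passed over all probe sets, and adjusted over the list alone 2 erythrocyte genes, Hba-a1 (0.53) and Hbb-b2 (0.62), were higher and none of the other 4 groups. With an estimated correlation, the adjusted p was 0.452 for choroid plexus, 0.188 for immediate early genes, 0.724 for ribosomal proteins, 0.238 for erythrocyte genes and 0.724 for microglia. In brainstem, camera called 5 erythrocyte genes (median 0.44, adjusted p = 0.000224) and 12 myelin genes (median 0.14, with 0.22 for Mag and 0.26 for Ermn, adjusted p = 0.000296), and both had an adjusted p of 0.188 with an estimated correlation and no member past the test, also when adjusted over the list alone. In brainstem the 3′ minus 5′ signal of the Gapdh control probe sets, a measure of RNA integrity, was -0.0168 ± 0.0216 in CAG42 and 0.0369 ± 0.0303 in WT mice (log2, SD, n = 4, exact permutation test, two-sided, p = 0.0286). The cerebellar count was 9 without CAG42 replicate 1, 10 without CAG42 replicate 2, 12 without WT replicate 3 or 4 and 13 without WT replicate 1 or 2. It was 10 with the spread of the cerebellum arrays alone. When 1 cerebellum array was left out, 0 to 3 of the calls were higher (0 of 19 without CAG42 replicate 4). The brainstem count was 11 without WT replicate 1, with 0 to 3 higher when 1 brainstem array was left out. It was 25 with array weights (7 higher, 18 lower) and 25 with 1 F statistic over the 3 tissues (6 higher, 19 lower). A filter on dim probe sets left 4 in brainstem, and the mean of a gene's probe sets 0. With 1 cerebellum array left out, P2rx7 and 1443378_PM_s_at of Adam1a passed in all 8 fits, while the call was lost in 2 for A930024E05Rik, 4 for Dap, 5 for Rhobtb2, 6 for Entpd3 and 7 for Aldh2, and with the spread of the cerebellum arrays alone the adjusted p was 0.665 for Dap, 0.584 for Rhobtb2, 0.789 for Entpd3 and 0.138 for Aldh2.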

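In liver of CAG42 mice, the interferon-induced genes Oas1g, Usp18, Irf7 and Ifi27 were higher than in WT liver, and Acat1, Mccc1, Gldc and Dpys, which encode metabolic enzymes, were lower. The 66 probe sets that passed in limma at an adjusted p under 0.05 (42 higher, 24 lower) named 47 genes, of which 29 were higher and 18 lower. Oas1g, an antiviral oligoadenylate synthetase, was at 8.30 ± 1.26 in CAG42 and 5.75 ± 0.44 in WT liver (log2, SD, n = 4 mice), a log2 fold change of 2.56 (standard error 0.41, adjusted p = 0.0048 from limma). Usp18, which removes the ubiquitin-like ISG15 from proteins, changed by 2.28 (standard error 0.41, adjusted p = 0.0139). Of 11 measured interferon-stimulated genes, 3 were higher over all probe sets (Ifi27, Usp18 and Irf7), 9 when adjusted over the list alone, and none was lower. Of the 11, 10 had a log2 fold change above 0, and that of Mx1 was -0.22. Their median was 1.18, with 1.87 for Irf7, a transcription factor of the interferon response, and 1.62 for Ifit1, which did not pass over all probe sets (adjusted p = 0.15). camera called this group (adjusted p = 3.71e-12), as did fry (adjusted p = 0.0226), while the adjusted p was 0.188 with an estimated correlation. Ifi27 of this group is in Table 1, so the group is not independent of these arrays.
Of 14 genes of ketone body and branched-chain amino acid metabolism, Acat1 and Mccc1 were lower over all probe sets, 5 were lower when adjusted over the list alone, and none was higher. All 14 had a log2 fold change below 0, with a median of -0.27, -0.59 for Mccc1, a subunit of the carboxylase of leucine breakdown (adjusted p = 0.0254), and -0.36 for Dbt (adjusted p = 0.179). The group was called by camera (adjusted p = 3.45e-11) and fry (adjusted p = 0.00398), but had an adjusted p of 0.102 with an estimated correlation. It includes Acat1 of Table 1 and is likewise not independent of these arrays. Gldc, of the glycine cleavage system, changed by -0.82 (standard error 0.14, adjusted p = 0.00836), Dpys, of pyrimidine breakdown, by -1.49 (standard error 0.24, adjusted p = 0.00469) and Gfm1, a mitochondrial elongation factor, by -0.64 (standard error 0.08, adjusted p = 0.000726). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was higher by 0.94 (standard error 0.15, adjusted p = 0.00438). Cd163, a scavenger receptor of macrophages, had a log2 fold change of -1.20 (standard error 0.18, adjusted p = 0.00295), while the other 13 of 14 Kupffer cell and macrophage genes did not pass, also when adjusted over the list alone. Higher transcripts also included Nlrp12 (1.95), Dleu2 (0.81), Nenf, Pdzk1ip1, Hsd3b3, Hexa, Lratd2, Mfhas1, Kctd2 and Ing3 (0.60 to 0.73), and lower ones Ankrd33b (-2.06) and Pclo (-0.63). Of the 66 probe sets, which were chosen for a difference between the same mice, 57 separated all CAG42 from all WT mice, while over all probe sets the share was 2.76%, where chance gives 2.86%. camera also called 24 genes of ATXN2 partners, mRNA decay and stress granules (median 0.10, with 0.19 for G3bp1, adjusted p = 0.0063), 25 ribosomal proteins (median 0.07, adjusted p = 0.0131) and 5 female-biased liver genes (median 0.38, with 3.77 and a standard error of 1.11 for Cyp2b9, adjusted p = 0.0341). The mean of the female-biased genes per mouse, relative to WT, was -1.19 in WT replicate 1, lower still in WT replicate 3, 1.18 and 1.58 in WT replicates 2 and 4 and 0.84 to 1.65 in CAG42 mice. On the liver arrays Xist was at 11.10 to 11.61, and the Y-linked Kdm5d and Uty were at most at 3.54. These values argue against male mice among them. Of the Y-linked Eif2s3y, 1 probe set was brighter, at 5.38 in WT and 5.45 in CAG42 liver. The adjusted p of the ATXN2 partner, ribosomal and female-biased groups was 0.717, 0.724 and 0.188 with an estimated correlation, and only the last had members past the test over the list alone, with 3 higher. With the spread of the liver arrays alone, limma called 0 probe sets, with 1512 at an unadjusted p under 0.05. With array weights per tissue, chosen after the data were seen, it called 11 (4 higher, 7 lower). Array weights set beforehand gave 231 (188 higher, 43 lower), and quantile normalization within tissue 95 (58 higher, 37 lower). The calls were 29 higher and 40 lower without WT replicate 3 and 32 and 32 with the Xist level as covariate. They were 17 and 21 with 1 F statistic over the 3 tissues and 14 and 14 with the replicate block. The count was 2878 without WT replicate 1, 110 without WT replicate 4, 42 without CAG42 replicate 2 and 35 without CAG42 replicate 3, and with 1 liver array left out the call was lost in 1 of 8 fits for Usp18 and Lratd2, 2 for Ankrd33b and Pclo, 3 for Mccc1 and Nenf, and 4 to 6 for Pdzk1ip1, Hexa, Hsd3b3, Kctd2 and Ing3.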

At the age of 18 months, altered regulation was significant after Benjamini-Hochberg correction for 20 genes in cerebellum, 14 genes in brainstem and 30 genes in liver. Among those, the dysregulation of 5 genes was recognized consistently by more than one oligonucleotide microarray spot (Table 1). 

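Acat1, the mitochondrial enzyme that forms and cleaves acetoacetyl-CoA, was lower in liver of CAG42 mice by each of its 3 probe sets, and Ifi27 (named Ifi27l1 in Table 1), an interferon-induced gene, and Lgals1, which encodes galectin-1, were higher there by 2 probe sets each. Adam1a was lower and Fbxw8 higher in cerebellum, each by 2 probe sets. Acat1 was at 10.25 ± 0.09 in CAG42 and 10.76 ± 0.13 in WT liver by 1451271_PM_a_at (log2, SD, n = 4 mice), a log2 fold change of -0.51 (standard error 0.07, adjusted p = 0.00253 from limma). The changes by 1424183_PM_at and 1424182_PM_at were -0.58 (adjusted p = 0.00158) and -0.66 (adjusted p = 0.00181). For Ifi27, 1452956_PM_a_at gave 10.34 ± 0.73 in CAG42 and 8.64 ± 0.57 in WT liver (SD, n = 4), a 3.27-fold level in CAG42 mice (adjusted p = 0.0048 from limma), and 1454757_PM_s_at a 3.21-fold level (adjusted p = 0.00412). Lgals1 was at a 2.27-fold level by 1419573_PM_a_at (adjusted p = 0.00295) and at a 2.14-fold level by 1455439_PM_a_at (adjusted p = 0.00836).
Adam1a, measured by 1443378_PM_s_at, was at 6.25 ± 0.16 in CAG42 and 7.07 ± 0.10 in WT cerebellum (SD, n = 4), a log2 fold change of -0.82 (standard error 0.11, adjusted p = 0.00189 from limma). In brainstem the same probe set was at 5.55 ± 0.01 and 6.11 ± 0.11, with a log2 fold change of -0.55 (standard error 0.11, adjusted p = 0.206), which did not pass. By 1427790_PM_at, the log2 fold change of Adam1a was -0.93 in cerebellum (standard error 0.16, adjusted p = 0.0225) and -0.53 in brainstem (adjusted p = 0.915). In each of these 4 comparisons all CAG42 mice lay below all WT mice (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The third probe set of Adam1a, 1427791_PM_a_at, was dim in cerebellum, at 2.76 in CAG42 and 2.84 in WT mice (log2 fold change -0.08, adjusted p = 1.00). Fbxw8 was at a 2.54-fold level by 1426944_PM_at (adjusted p = 0.0135) and at a 2.50-fold level by 1436732_PM_s_at (adjusted p = 0.0225) in CAG42 cerebellum. With 1 F statistic over the 3 tissues, which has the same p in every tissue, 1443378_PM_s_at of Adam1a passed (adjusted p = 0.000848). This p is not one of brainstem alone. The brainstem value was counted as a call since its own unadjusted limma p, 7.32e-05, was under 0.05. By the same F statistic, 1455439_PM_a_at of Lgals1 did not pass (adjusted p = 0.0534). With the spread of each tissue alone, both probe sets of Adam1a in cerebellum passed (adjusted p = 0.0327 and 0.0284), and none of Acat1, Ifi27, Lgals1 and Fbxw8 did, and with 1 cerebellum array left out 1427790_PM_at of Adam1a lost its call in 7 of 8 fits (adjusted p up to 0.147).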

Upon independent validation of the findings by qPCR with commercial Taqman assays, the dysregulations of *Acat1*, *Ifi27l1* and *Lgals1* could not be reproduced in tissue from different animals; in contrast, a significant downregulation of *Adam1a* in cerebellum to 0.71-fold (p = 0.0007) and brainstem to 0.73-fold (p = 0.001) as well as a significant upregulation of *Fbxw8* to 2.38-fold (p<0.0001) in cerebellum were confirmed in this approach. *Adam1a* encodes a disintegrin/metalloprotease and has an established role for spermatogenesis and fertilization [48]. Thus, its dysregulation might relate to the reduced fertility observed in ATXN2-KO mice [47]. *Fbxw8* encodes a WD-40 domain containing member of the F-box protein family, which are substrate-recognition mediators within a SCF (SKP1-CUL1-F-box)-type ubiquitin-E3-ligase complex involved in the tagging of phosphorylated target proteins to destine them for degradation [49].

**Table 1:** Differentially regulated mRNAs in CAG42 mice at the age of 18 months.

Symbol	Genomic locus	Spot ID	Cerebellum	Brainstem	Liver
			Fold-change (p-value)	Fold-change (p-value)	Fold-change (p-value)
***Acat1***	9 C–D	1451271_PM_a_at	—	—	**−1.42** (0.0101)
		1424183_PM_at	—	—	**−1.50** (0.0071)
		1424182_PM_at	—	—	**−1.58** (0.0052)
***Adam1a***	5 F	1443378_PM_s_at	**−1.77** (0.0009)	**−1.47** (0.0009)	—
		1427790_PM_at	**−1.89** (0.0071)	—	—
***Fbxw8***	5 F	1426944_PM_at	**2.55** (0.0077)	—	—
		1436732_PM_s_at	**2.51** (0.0095)	—	—
***Ifi27l1***	12 E	1452956_PM_a_at	—	—	**3.27** (0.0273)
		1454757_PM_s_at	—	—	**3.20** (0.0213)
***Lgals1***	15 E	1419573_PM_a_at	—	—	**2.27** (0.0165)
		1455439_PM_a_at	—	—	**2.14** (0.0459)

Genes with significant dysregulation and consistency between more than one oligonucleotide spot are shown (n = 4 mice/genotype).

### FBXW8 Protein Upregulation Found in Old Cerebellum Reduces the Insoluble Levels of Expanded ATXN2 in a Human Cell Line

To assess whether *Fbxw8* induction on transcript level results in elevated FBXW8 protein levels, Western blots in 18 months old cerebellum of WT and CAG42 mice were performed (Figure 8A). A significant upregulation of FBXW8 to 1.75-fold (p = 0.043) in CAG42 mice was documented. Thus, elevated Fbxw8 mRNA and protein levels characterize the cerebellar tissue of old CAG42 mice.

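Fbxw8 transcript was higher in cerebellum of 18 months old CAG42 mice than in WT cerebellum. By probe set 1426944_PM_at it was at 8.21 ± 0.11 in CAG42 and 6.86 ± 0.42 in WT mice (log2, SD, n = 4), a log2 fold change of 1.35 (standard error 0.22, 95% confidence interval 0.89 to 1.80). By 1436732_PM_s_at it was at 8.32 ± 0.13 and 7.00 ± 0.55, a log2 fold change of 1.32 (standard error 0.23). For both probe sets every CAG42 mouse lay above every WT mouse, including WT replicate 3, which by 1436732_PM_s_at stood at 7.81 above the other WT mice at 6.63 to 6.80. The third probe set of Fbxw8, 1458413_PM_at, was dim and did not pass (log2 fold change 0.55, adjusted p = 0.684 from limma).
In brainstem, Fbxw8 was at 7.46 ± 0.05 in CAG42 and 6.61 ± 0.23 in WT mice by 1426944_PM_at, with a log2 fold change of 0.84 (standard error 0.22, 95% confidence interval 0.39 to 1.30), and 1436732_PM_s_at gave 0.90 (standard error 0.23). Neither passed in limma (adjusted p = 0.752 and 0.717), although all 4 CAG42 mice lay above all 4 WT mice by both (exact permutation test, two-sided, p = 0.0286, the smallest p possible). Among other settings, the lack of a call in brainstem held in 9 of 10 for 1426944_PM_at and in 10 of 10 for 1436732_PM_s_at. Those settings leave out the F statistic over the 3 tissues, which has the same p in every tissue (adjusted p = 0.00826 and 0.00967). The unadjusted limma p in brainstem was 0.000868 and 0.000649. Both probe sets thus passed in brainstem when the F statistic was read with a tissue p under 0.05, as for Adam1a. In liver the log2 fold changes were 0.19 (95% confidence interval -0.26 to 0.65) and 0.31 (-0.17 to 0.78), and the genotypes overlapped. The change in cerebellum minus that in brainstem was 0.50 by 1426944_PM_at (standard error 0.31, 95% confidence interval -0.14 to 1.15) and 0.42 by 1436732_PM_s_at (-0.25 to 1.09), which did not pass with the arrays of both tissues taken as independent (limma, adjusted p = 1.00 over all probe sets and 0.44 and 0.449 over those of Table 1). Arrays of one genotype and number deviated together, and cerebellum minus brainstem was also taken within each genotype and number, a comparison chosen after the data were seen. By 1426944_PM_at it was 0.65 to 0.87 in CAG42 and -0.02 to 0.54 in WT mice, a difference of 0.50 (95% confidence interval 0.23 to 0.77, n = 4, exact permutation test, two-sided, p = 0.0286), which passed over the probe sets of Table 1 (limma, adjusted p = 0.02) and not over all probe sets (adjusted p = 0.954). By 1436732_PM_s_at the interval was 0.12 to 0.72, and it did not pass (exact p = 0.0571, adjusted p = 0.0528 over Table 1). The probe sets of Table 1 had been selected on these same arrays by genotype differences within tissues. Adjustment over them alone, here and for liver below, is thus not an independent test. The change in cerebellum minus that in liver was 1.15 (95% confidence interval 0.51 to 1.80) and 1.02 (0.35 to 1.69), which passed over the probe sets of Table 1 (limma, adjusted p = 0.00169 and 0.00491) and not over all probe sets (adjusted p = 0.734 and 1.00), as did the comparison within genotype and number (adjusted p = 0.014 and 0.0202 over Table 1), in which the genotypes overlapped (exact permutation test, two-sided, p = 0.114 and 0.0857). With the spread of the cerebellum arrays alone, the adjusted p in cerebellum was 0.0936 and 0.343. When 1 cerebellum array was left out, it was 0.00206 to 0.0836 for 1426944_PM_at, which passed only without WT or CAG42 replicate 3, and 0.000616 to 0.14 for 1436732_PM_s_at, which passed only without WT replicate 3. From the transcript on arrays and in qPCR and the protein in Western blots (Figure 8A), the paper concludes that elevated Fbxw8 mRNA and protein are a feature of cerebellum in old CAG42 mice.

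**Figure D1:**
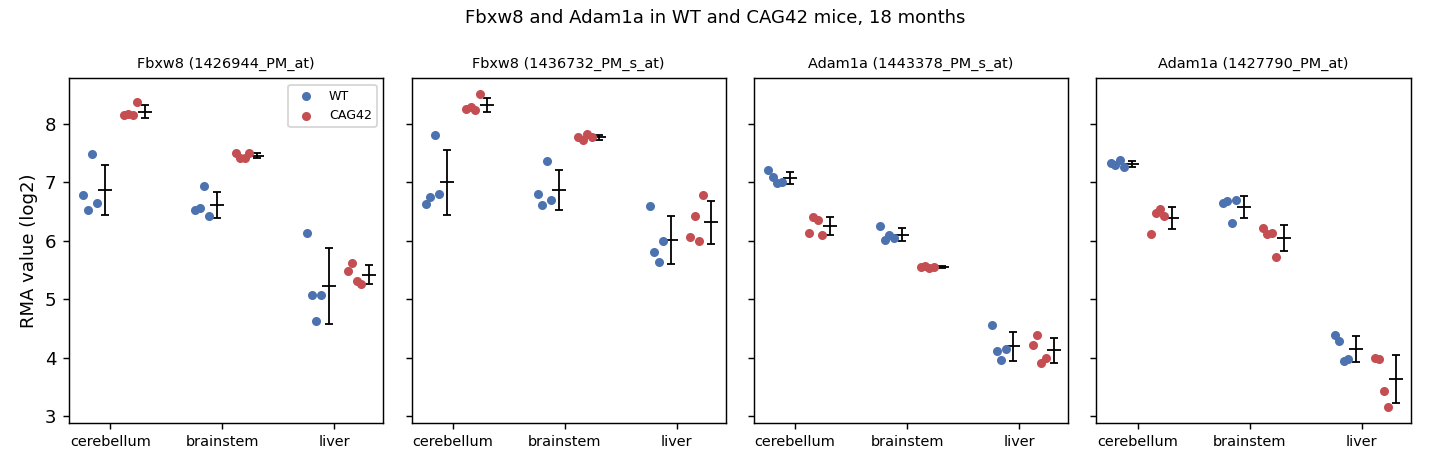
RMA values (log2, y axis) of 2 probe sets of Fbxw8 and 2 of Adam1a in cerebellum, brainstem and liver (x axis) of WT (blue) and CAG42 mice (red), with 1 point per mouse and the mean ± SD of 4 mice in black. In cerebellum, Fbxw8 is at 8.21 in CAG42 and 6.86 in WT mice by 1426944_PM_at, and in brainstem at 7.46 and 6.61.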

**Figure 8:**
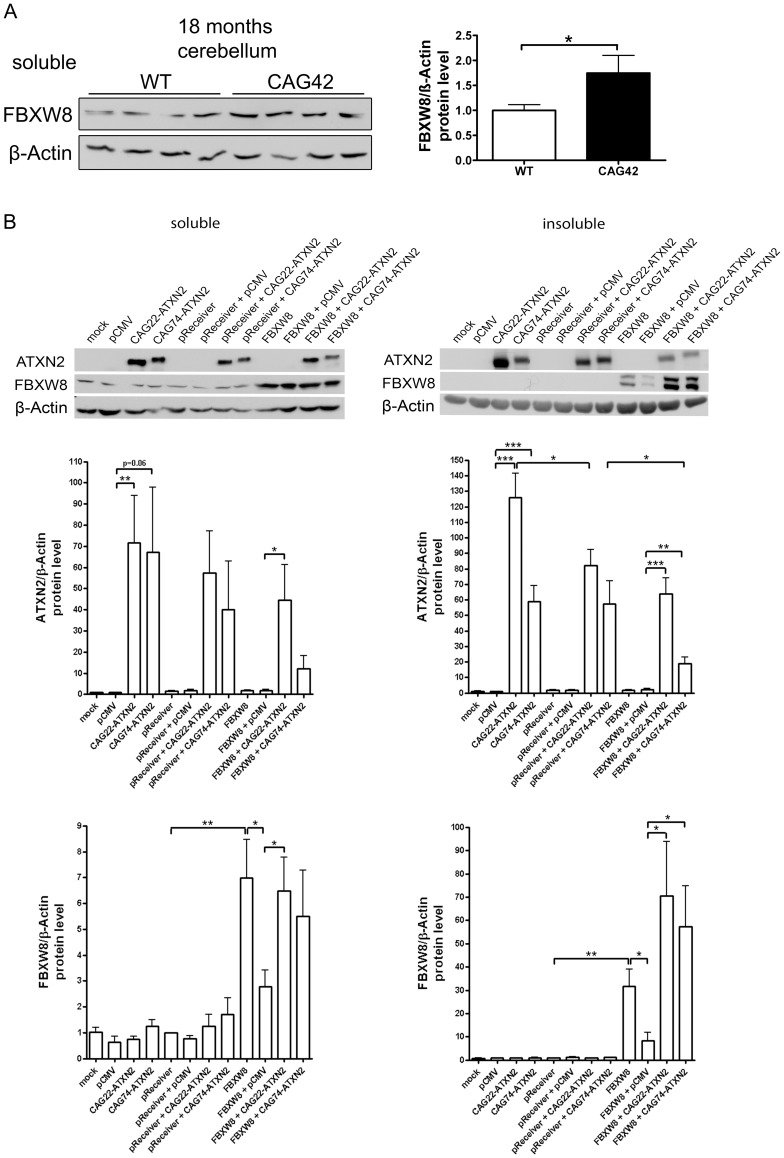
Elevated FBXW8 diminishes specifically insoluble expanded ATXN2. (A) The protein levels of FBXW8 were significantly upregulated in the cerebellum of 18 months old CAG42 mice compared to wild-type (n = 9–11 mice/genotype). (B) Soluble levels of Q22-ATXN2 were unchanged after FBXW8 overexpression, while for Q74-ATXN2 a slight reduction was apparent. With respect to insoluble levels, Q22-ATXN2 was again not influenced by FBXW8 overexpression, while the Q74-ATXN2 reduction became significant. FBXW8 levels were significantly increased by its overexpression both in the soluble and insoluble fraction (n = 7).

To further examine the questions whether the selective upregulation of *Fbxw8* in old CAG42 cerebellum reflects a compensatory cellular response to pathology and whether this is an efficient regulation to degrade expanded ATXN2 also in humans, we assessed the effects of elevated FBXW8 protein on the soluble and insoluble levels of human ATXN2 *in vitro*. HeLa cells were transiently single and double transfected with CAG22-ATXN2, CAG74-ATXN2 and FBXW8 (Figure 8B). Transfection only with CAG22-ATXN2 or CAG74-ATXN2 in the soluble phase led to a 72-fold increase of Q22-ATXN2 (p = 0.0098) or a 67-fold increase of Q74-ATXN2 (p = 0.056) protein compared to the control vector pCMV. Additional expression of the control vector pReceiver did not reduce Q22-ATXN2 or Q74-levels significantly (57-fold, p = 0.64, and 40-fold p = 0.51). A further overexpression of FBXW8 reduced Q74-ATXN2-levels by a factor 3.3 (p = 0.23), while it did not markedly change Q22-ATXN2 levels. In the insoluble fraction, transfection led to elevated Q22-ATXN2 (126-fold, p<0.0001) and Q74-ATXN2 (59-fold, p<0.0001) levels. Additional expression of the empty pReceiver vector reduced Q22-ATXN2 levels (82-fold, p = 0.036) and did not alter Q74-ATXN2 levels (57-fold, p = 0.93). After double transfection with FBXW8 and Q22-ATXN2 or Q74-ATXN2, the levels of ATXN2 were again significantly elevated (64-fold, p = 0.0002 and 18-fold, p = 0.005, respectively) compared to the FBXW8+pCMV control. This elevated level was significantly less high for expanded ATXN2 in comparison to the control double transfection with pReceiver and CAG74-ATXN2 (p = 0.028). Control immunodetection of the FBXW8 levels demonstrated the successful overexpression to result in detectable upregulation in soluble and insoluble fractions, and a curious increase of FBXW8 insoluble protein levels in the presence of ATXN2. These *in vitro* human data indicate that the upregulation of FBXW8 reduces the insoluble levels selectively of expanded ATXN2. Analogous double transfection experiments showed that also the insoluble fraction of Q41-ATXN2 becomes slightly reduced by FBXW8, but this effect did not become significant in three independent experiments (Figure S6).

## Discussion

We have generated and characterized the first knock-in mouse modelling Spinocerebellar Ataxia Type 2. Since SCA2 is a late-onset progressive disease with selective vulnerability of the cerebellar Purkinje neurons, it is interesting that similar temporal dynamics were observed for the insolubility of ATXN2 and for the accompanying sequestration of PABPC1 in the knock-in cerebellum. The progressively granular immunoreactivity of ATXN2 and PABPC1 in Purkinje neuron immunohistochemistry supports the concept of aggregate accumulation, and the *in vitro* and Co-IP data confirm that excess ATXN2 becomes insoluble and recruits its interactor PABPC1 into insolubility. Progressively granular immunoreactivity of both proteins becomes apparent in increasing numbers of cerebellar Purkinje neurons even before the onset of the selectively cerebellar motor deficits. Probably this pathological process of aggregation corresponds to the toxic gain-of-function which was shown to drive disease progression in other polyQ disorders. A gain-of-function of ATXN2 might also underlie the reduced weight of the knock-in animals, since ATXN2 knock-out mice are known to have excessive weight [47]. Specifically in cerebellar tissue, the insolubility and sequestration led to a deficiency in soluble PABPC1 levels, an effect that might result in impaired RNA processing as well as protein synthesis [50] and therefore possibly critical for the Purkinje neurons with their large ribosomal machinery. Indeed, these molecular abnormalities correlate temporally with the late-onset appearance of motor deficit.

The depletion of PABPC1 was shown to prevent global protein synthesis and to promote cell death in mammalian cells [50]. PABPC1 binds to the 3′ poly(A) tail of mRNAs to mediate their circularization which precedes ribosome recruitment and translation initiation [51]. Furthermore, PABPC1 is important for the poly(A) shortening and nonsense-mediated decay of mRNAs in the cytoplasm [52], [53]. During the formation of stress granules, PABPC1 and ATXN2 relocalize there together with translationally repressed mRNA complexes [41]. Furthermore, ATXN2 could play a role in mRNA splicing, since it contains Lsm domains and since it interacts with A2BP1/Fox1 which is a well established splicing modulator [54], [55]. Finally, ATXN2 might modulate transcription itself, since it was shown to relocalize to the nucleus and control its own expression [56]. Thus, there are multiple ways how ATXN2 could modulate RNA processing, and indeed the confirmed role of ATXN2 expansions in interaction with other RNA binding proteins for motoneuron degeneration diseases [5], [6], [57] indicates this to be a crucial aspect of ATXN2 effects. Our present data support the concept that reduced levels of PABPC1 are associated with the cerebellar vulnerability in SCA2, and that the pathogenesis might have similarities to the altered mRNA processing in ALS, FXTAS and SMA [58]. Unfortunately, the rates of mRNA translation and deadenylation cannot be directly quantified in tissue, so further mechanistic analyses will have to rely on *in vitro* studies.

It is interesting to note that in the cerebellum the progressive PABPC1 insolubility and the ATXN2 gain-of-function led to decreased soluble PABPC1 levels that did not elicit a compensatory upregulation of PABPC1 transcript levels. This may simply be due to a maximal PABPC1 expression level in cerebellar cells that cannot be enhanced further. In contrast, in cortex tissue a similarly progressive PABPC1 sequestration appeared overcompensated in the face of elevated levels of PABPC1 transcript and soluble protein. We speculate that the cause of this upregulated cortical PABPC1 expression lies in a response to the deficiency in soluble ATXN2, since PABPC1 levels were previously found *in vitro* to correlate indirectly with ATXN2 levels [41]. This partial loss of soluble ATXN2 was observed in spite of elevated mRNA levels in a quite constant manner in all ages and brain regions. This is particularly interesting, since in other polyQ neurodegenerative diseases some minor symptoms have clearly been attributed to a partial loss-of-function mechanism. For example, polyQ expansions in the androgen receptor lead to a partial loss-of-function of this protein with subsequent testicular feminisation of male patients, apart from the atrophy of spinobulbar motoneurons which contain polyQ aggregates [59].

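Several genes that lie close to Atxn2 on chromosome 5 differed between CAG42 and WT mice, some of them in more than 1 tissue. Of 446 genes tested within 20 Mb of Atxn2, in the order of genes in assembly GRCm38.p6, 8 (1.79%) had a called probe set in cerebellum, brainstem or liver, against 46 of 16608 genes elsewhere (0.277%, Fisher's exact test, two-sided, odds ratio 6.57, 95% confidence interval 2.66 to 14.2, p = 7.44e-05). They were Fbxw8, Adam1a, Aldh2, P2rx7, A930024E05Rik, Oas1g, Kdm2b and Kmt5a, and all 8 also lay among the 121 genes within 5 Mb. In cerebellum, 5 of the 8 called genes were of this region: Fbxw8, Adam1a, P2rx7, A930024E05Rik (log2 fold change -0.73, standard error 0.12, adjusted p = 0.00956 from limma) and Aldh2 (-0.61, standard error 0.11, adjusted p = 0.0316). In brainstem both called genes, P2rx7 and Aldh2, lay there, and in liver 4 of 47, namely Aldh2 (-1.23, adjusted p = 2.04e-06), Kdm2b, a histone demethylase (1.52, standard error 0.14, adjusted p = 2.04e-06), Kmt5a, a histone methyltransferase (0.59, standard error 0.11, adjusted p = 0.0242, lost in 4 of 8 fits with 1 liver array left out, with an adjusted p up to 0.0891), and Oas1g. P2rx7 had -0.68 in liver (standard error 0.16, adjusted p = 0.102) and A930024E05Rik -0.42 in brainstem (adjusted p = 0.91), and neither passed there. The change of Aldh2 was seen by 1457155_PM_at, while its 2 other probe sets changed by -0.03 to -0.17 in the 3 tissues and did not pass. A base difference between the mouse strains under the probes of 1457155_PM_at remains a candidate explanation. The change of Kdm2b was -0.14 in cerebellum and -0.03 in brainstem, and it differed between cerebellum and liver by -1.66 (standard error 0.19, limma, adjusted p = 0.000648), although no probe set passed when these tissues were compared within each genotype and number (limma, 0 calls, 1387 at an unadjusted p under 0.05). Without WT replicate 1 of liver, the share of called genes near Atxn2 exceeded that elsewhere by 7.29 percentage points, against 1.52 with all arrays. With the spread of each tissue alone, 4 of the 446 genes (0.897%), A930024E05Rik, Adam1a, Aldh2 and P2rx7, had a call. Elsewhere 0 of 16608 genes had one (Fisher's exact test, two-sided, p = 4.62e-07). In this fit Fbxw8, Oas1g, Kdm2b and Kmt5a lost their calls. The targeted ES cells came from another strain than the one the mice were backcrossed into. Variants of the ES cell strain kept around the targeted gene cannot be told apart here from an effect of the repeat. All CAG42 mice carry the targeted allele.

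**Figure D2:**
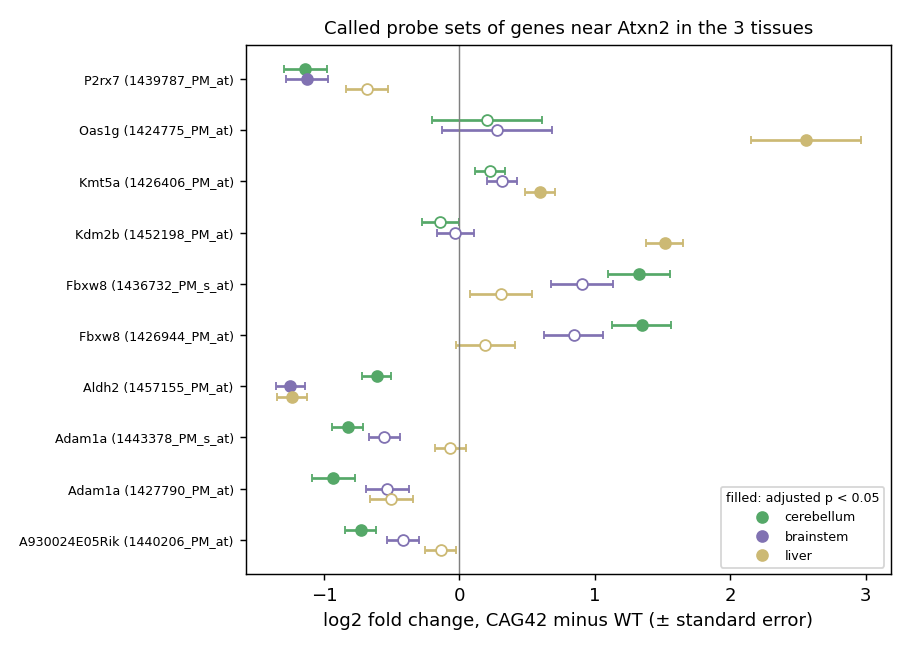
Log2 fold change of CAG42 over WT mice (x axis, ± standard error, 4 mice per genotype) for the called probe sets of the 8 genes near Atxn2 (y axis) in cerebellum (green), brainstem (purple) and liver (yellow), with filled circles for an adjusted p under 0.05. Aldh2 lies at -0.61, -1.25 and -1.23 in the 3 tissues, and Kdm2b at 1.52 in liver.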

Our investigation into consequences of ATXN2 expansions for mRNA levels in a genome-wide transcriptome survey demonstrated a surprising scarcity of effects, with the notable exception of the highly significant, reproducible and specific dysregulation in the expression of two ATXN2 neighbour genes, *Adam1a* and *Fbxw8*. The murine *Atxn2* gene lies on chromosome 5 F (position 122,162–122,265 kbp), with *Adam1a* (position 121,969–121,972 kbp) being positioned at a distance of ∼190 kbp from *Atxn2*, and *Fbxw8* (position 118,515–118,606 kbp) being located at a distance of ∼3556 kbp from *Atxn2*. Three different hypotheses may explain these transcription effects with specificity to the *Atxn2* locus. Firstly, it is conceivable that the knock-in targeting approach has modified the *Atxn2* locus, but the facts that the selection markers were almost completely removed and that this locus effect was not detectable in the transcriptome data at 6 months age argue against this notion. Secondly, notions have been discussed that the abnormal DNA structure of a (CAG)-expansion could exert a progressive influence on chromatin structure [60]; indeed, polyglutamine expansions of the SCA7 disease protein, which is a component of a histone acetyltransferase complex, was shown to result in aberrant chromatin [61]. However, such effects were not confined to the surrounding locus and represented random toxic side-effects on unrelated proteins rather than an influence on the disease protein and its function. Thirdly, it is possible that the genes that surround the *Atxn2* locus are interacting in a common pathway and that feedback-mechanisms regulate their expression in dependence on ATXN2 function. Our *in vitro* data that *Fbxw8* upregulation may selectively reduce the levels of insoluble, expanded ATXN2 argues in favour of the latter hypothesis. A compensatory cellular effort that degrades the expanded and toxic ATXN2 and counteracts its gain-of-function would help to minimize the alterations of interactors with downstream consequences, thus postponing the onset of pathology; therefore FBXW8 represents a promising molecular target for neuroprotective approaches. FBXW8 was reported to control growth in parallel to modulating insulin-like growth factor binding protein 1 levels [62]. As FBXW8 null mice are growth retarded [62], the induction of FBXW8 at old age in the knock-in tissue could again be interpreted as an effort to compensate the weight reduction caused by CAG42-ATXN2. Furthermore, FBXW8 modifies neuronal dendrite formation [63]. It is also noteworthy that ATXN2 was observed to interact with the neuroprotective ubiquitin E3 ligase PARKIN [64], and that FBXW7 (SEL-10) is also known to interact with PARKIN [49]. It goes beyond the scope of this manuscript to test whether FBXW8 or other members of this protein family may also contribute to the degradation of other polyglutamine-expansion disease proteins like huntingtin and ataxin-1. Overall, the early induction of *Cyp14a4* and the later induction of *Fbxw8* are probably part of the cellular stress response. In order to study further progression of the neurodegenerative process beyond such early compensatory efforts, and to understand later SCA2 and ALS stages, ATXN2 knock-in mice with larger CAG expansions or with CAA interruptions may have to be studied.

In conclusion, our first report of a knock-in mouse with CAG42 to model SCA2 confirms that progressive insolubility of ATXN2 particularly in the cerebellum is the molecular feature which correlates best with the late-onset motor incoordination. The subsequent sequestration of the interactor protein PABPC1 into insolubility provides a first insight from the analysis of brain tissue for the recent focus how SCA2 and ALS pathogenesis might affect RNA processing [65], [66]. The cerebellar tissue differed from cortical tissue by the lack of a compensatory upregulation of PABPC1 expression. Specifically in cerebellar tissue at old age, an upregulation of *Fbxw8* levels was observed, which may contribute to counteract the ATXN2 gain-of-function according to our human *in vitro* studies. These findings may lead us to understand the tissue specificity in this disease process. We believe that this knock-in mouse will constitute a valuable tool for pathogenesis research in early stages of SCA2 and possibly also ALS, given the scarce availability of human autopsy brain tissues. Although the ATXN2 triplet repeat is transmitted stably across generations in mouse in contrast to humans, this may be an advantage for the long term comparability of data from this knock-in model.

## Materials and Methods

### Generation of *Atxn2*-CAG42-Knock-In Mice

*Atxn2*-CAG42-knock-in mice were generated by modifying the previously described pKO-*Sca2*-vector [47]. Exon 1 was deleted via the unique restriction sites SgrAI and Eco47III and replaced by a synthesized exon 1 fragment containing the CAG42-repeat (custom-made by Geneart, Regensburg) at the amino acid position glutamine 156, resulting in the targeting vector NOW1-HR. The sequence verified vector was electroporated into 129Sv/Pas ES cells to allow for homologous recombination at the endogenous *Ataxin-2* locus. Its integration was verified using PCR. The correct 3′ integration was verified using a forward primer hybridizing in the neomycin selection cassette and a reverse primer downstream of the targeting vector homology sequence. Verification of the correct 5′ integration was achieved with a primer pair flanking the loxP site. The forward primer was located upstream of the long homology arm of the targeting vector and the reverse primer hybridized upstream of the distal loxP site within the 5′ homology arm of the targeting vector. Additionally, the integration of the CAG repeat insertion was verified using primers flanking the CAG repeat. Further validation was performed by Southern blot analysis (Figure S1). Removal of the FRT flanked neomycin resistance cassette was performed via Flp-mediated excision and its success again verified using PCR and Southern blot analysis (data not shown). Correctly targeted ES cell clones were injected into C57BL/6 blastocysts. This work was outsourced to Genoway (Lyon, France). For primer sequences see Tables S2, S3, S4, S5.

### Genotyping of the *Atxn2*-CAG42-Knock-In Mouse

DNA from tail biopsies was isolated and the genotyping PCR was performed. TaKaRa LA Taq-Polymerase (Takara Bio Inc., Japan) was used to amplify the neomycin cassette excised locus with the primer pair NOW1-K2 5′-TGAGTTGACTCCACAGGGAGGTGAGC-3′ and NOW1-H2 5′-CCATCTCGCCAGCCCGTAAGATTC-3′ flanking this site. The conditions were: initial denaturation at 94°C-3′, followed by 30 cycles of 94°C-15″ denaturation, 68°C-4′ annealing and elongation and a final elongation step at 68°C-9′. The wild-type (WT) allele is predicted to yield an amplification product of 793 bp and the knock-in (CAG42) allele one of 984 bp, while heterozygous (CAG1/CAG42) mice show products of both sizes (Figure S3).

### Animals

Mice were housed in accordance with the German Animal Welfare Act, the Council Directive of 24 November 1986 (86/609/EWG) with Annex II and the ETS123 (European Convention for the Protection of Vertebrate Animals) at the FELASA-certified Central Animal Facility (ZFE) of the Frankfurt University Medical School. Mice were backcrossed from a mixed 129Sv/Pas×C57BL/6 for at least 8 generations into the C57BL/6 strain. Littermates derived from heterozygous matings were used for all experiments.

### Body Weight and Behavioural Observations

For behaviour observations, male and female mice were used in similar proportions. Mice were weighed before behavioural testing. The motor performance of mice was assessed using an accelerating rotarod apparatus (Ugo Basile, Comerio, Robert & Jones, model 7650). Mice from three founder lines were placed at different ages on the accelerating rod (from 4–40 rpm) and latency to fall was recorded during the 5 minute trial. Grip strength was assessed by measuring the peak force of the fore limbs in 10 trials per mouse on an electronic grip strength meter (TSE, Bad Homburg). Footprints were evaluated by painting the hind limbs of mice with a non-toxic ink. The mice were allowed to walk through a paper lined tunnel (height: 6 cm×width: 9 cm×length: 40 cm) and step length, gait width, alternation coefficient and linear movement were analyzed on the basis of the footprints as described previously [67]. The spontaneous motor activity of the mice was recorded by a Versamax animal activity monitor (Accuscan, Columbus). The mouse was placed into the 20×20 cm arena and its activity recorded during the 5 minute trial.

### Verification of the CAG Repeat Length

The determination of the CAG repeat length was done using fragment analysis. The CAG repeat was amplified with TaKaRa LA Taq-Polymerase (Takara Bio Inc., Japan) from DNA from tail biopsies using a 5′-FAM-labeled forward primer 5′-CCCCGCCCGGCGTGCGAGCCGGTGTAT-3′ and the reverse primer 5′-CGGGCTTGCGGCCAGTGG-3′ under the following conditions: 96°C-4′, followed by 38 cycles of 94°C-1′, 60°C-1′ and 72°C-1′ with a final elongation step at 72°C-7′. The determination of the fragment length was outsourced to GENterprise GENOMICS (Mainz, Germany). Peak Scanner Software 1.0 (Applied Biosystems) was used to determine the exact PCR product size using the GS500 size standard.

### RNA Isolation and Expression Analysis

After cervical dislocation the brain was removed, cerebellum and cortex were dissected and quickly frozen in liquid nitrogen. RNA extraction from tissue was performed with Trizol reagent (Invitrogen) and from cells using the RNeasy Mini Kit (Qiagen) according to manufacturers' instructions. For expression studies, 1 µg of total RNA was digested with DNaseI Amplification Grade (Invitrogen) and reversely transcribed using SuperScript III Reverse Transcriptase (Invitrogen). Expression levels were investigated with a StepOnePlus Real-Time PCR System (Applied Biosystems). cDNA from 25 ng RNA were used in each PCR reaction with the following TaqMan Assays (Applied Biosystems): *Atxn2* (Mm01199894_m1, Hs00268077_m1), *Pabpc1* (Mm00849569_s1, Hs00743792_s1), *Acat1* (Mm00507463_m1), *Adam1a* (Mm02581738_s1), *Fbxw8* (Mm00554876_m1), *Ifi27l1* (Mm00835449_g1), *Lgals1* (Mm00839408_g1) and *Tbp* (Mm00446973_m1, Hs99999910_m1) as endogenous control. The PCR conditions were 50°C-2′, 95°C-10′ followed by 40 cycles of 95°C-15″ and 60°C-60″. The gene expression data were analyzed according to the 2^−ΔΔCt^ method [68].

### Western Blot

50 mg of tissue were homogenized with a motor pestle in 10 vol. RIPA buffer [50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Igepal CA-630 (Sigma), 0.5% sodium deoxycholate, 0.1% SDS, 1 mM PMSF and one tablet Complete Protease Inhibitor Cocktail (Roche)] followed by 15 minutes incubation on ice. After centrifugation at 16,000×g at 4°C for 20 minutes, the supernatant (soluble fraction) was preserved and either 1/2 vol. Urea/SDS-buffer [8 M Urea, 5% SDS, 1 mM PMSF, Complete protease inhibitor cocktail (Roche)] for tissue extraction or 1/2 vol. 2× SDS-lysis buffer [137 mM Tris-HCl, pH 6.8; 4% SDS; 20% glycerol] for cell extraction was added to the pellet, sonicated and centrifuged at full-speed for 10 minutes. The supernatant represented the insoluble fraction. Extracted proteins were processed directly without freezing them. Protein concentration was determined using the BCA protein assay kit (Thermo Scientific). 10 or 20 µg of proteins were loaded and separated on 8% polyacrylamide gels and transferred to PVDF membranes. The membrane was blocked in 5% milk powder, incubated with primary antibodies against Ataxin-2 (1∶500, BD Transduction Laboratories), PABPC1 (1∶1000, Abcam), 1C2 (1∶1000, Millipore), FBXW8 (1∶750, Sigma) and β-Actin (1∶10,000, Sigma) and visualized using ECL method (Pierce). Densitometric analysis was carried out using the ImageJ software.

### Immunohistochemistry

The cerebellum of perfused (4% PFA) mouse brains was cut on a microtome into 5 µm thick sagittal sections. For antibody staining, sections were immersed for 30 minutes in 10% methanol, 3% H_2_O_2_ and 50 mM Tris (pH 7.6) and subsequently washed for three times in Tris. Sections were blocked for 90 minutes with 0.25% Triton X, 0.1 M D-Lysine and 10% Tris-BSA. Blocking before Ataxin-2 staining was modified using goat-serum in 0.1 M PBS. Incubation with the primary antibodies against Ataxin-2 (BD Transduction laboratories, 1∶50), PABPC1 (Cell Signaling, 1∶50), 1C2 (1∶1000, Millipore) or Calbindin (1∶3000) lasted 18 h at room temperature. The biotinylated secondary antibody (1∶200) was applied for 90 minutes followed by incubation for 2 h in the avidin-biotin-peroxidase complex (1∶100 in Tris, ABC-Elite, Vector Laboratories). Finally, sections were incubated in Tris with 0.07% DAB and 0.001% H_2_O_2_. For Ataxin-2 staining sections were pretreated for 30 sec at 125°C in bull's eye decloaker solution in a decloaker chamber (Decloaker, Biocare Medical); for PABPC1 staining, sections were pretreated with citrate buffer; for 1C2 staining the sections were incubated in the microwave 3 times for 10 minutes in Tris (pH 9.0), followed by a 3 minute incubation step in 98% formic acid; for Calbindin staining the sections were pretreated with trypsin. Determination of the molecular layer thickness, Purkinje cell number and intensity of Calbindin immunoreactivity were done by ImageJ in 2 mice/genotype with at least 3 sections/animal and at least 10 microscopic fields/section.

### Co-Immunoprecipitation

Approximately 50 mg of cerebellar tissue from 6 months old animals were lysed in 10× vol. lysis buffer (10 mM HEPES, 10 mM KCl, 5 mM MgCl_2_, 0.1% Igepal CA-630 (Sigma), protease inhibitors), incubated for 10 minutes at 4°C and subsequently centrifuged for 20 minutes at 16,000 g. 200 µg of soluble proteins derived from the supernatant were incubated overnight under rotation with anti-ATXN2 antibody. Beads (Protein A/G-agarose, Santa Cruz) were pre-treated overnight with washing buffer (0.2 NaCl, 1% gelatine, 0.05% NaN_3_, 50 mM Tris, 0.1% Triton) to avoid unspecific protein binding. Antibody-protein complexes were precipitated with beads under rotation for one hour at 4°C. Beads were sedimented by centrifugation and washed for 4 times in PBS including protease inhibitors and then subjected to Western blotting.

### Cell Culture

HeLa cells were cultured in MEM medium (Invitrogen) with 10% FCS, 1% NEAA and 1% HEPES and seeded the day before the experiment. 1 µg of the plasmids pCMV-Myc, ATXN2(CAG22)-Myc, ATXN2(CAG74)-Myc [38], FBXW8-pReceiver-M55 (with Cherry-tag) and pReceiver-M56 (with Cherry-tag) (Imagenes) were used for the transfection with Effectene Transfection Reagent (Qiagen) according to manufacturer's protocol.

### Microarray Transcriptome Analysis

Cerebellum, brainstem and liver tissue from 6 and 18 months old WT and CAG42 mice were sent to the MFT Services (Tübingen, Germany) for analysis. The RNA was isolated, its quality documented (one young CAG42 liver sample had to be eliminated from analysis) and 100 ng of total RNA was amplified with the Affymetrix 3′ IVT Express Kit, labeled and hybridized onto the mouse specific MOE430 2.0 Gene Chip (Affymetrix, Santa Clara, CA, USA) that detects 39,000 transcripts and variants corresponding to 34,000 mouse genes. Scanning of the arrays was performed in the Gene Chip Scanner 3000 and the raw data obtained with the AGCC 3.0 software. Further analysis was done using the Bioconductor package (www.bioconductor.org). RMA normalization was applied and calculation of differentially expressed transcripts was done by compiling a linear model. F-statistics was applied (empirical Bayes model) and the p-values obtained were further corrected for multiple testing with the “Benjamini-Hochberg” test. P-values<0.05 were considered significant. Genes that were detected within their exons and that were dysregulated consistently according to more than one spot were prioritized for further analysis. The original data from 18 months old animals have been deposited in NCBI's Gene Expression Omnibus [69] and are accessible through GEO Series accession number GSE39640 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39640) (NCBI tracking system #16608301).

### Statistical Analysis

The GraphPad Prism software version 4.03 (2005) and MS Excel 2007 (Microsoft) were used to perform unpaired Student's t-test. Error bars indicate SEM. Values p<0.05 were considered significant and marked with asterisks p<0.05 *, p<0.01 **, p<0.001 ***.

## Supporting Information

Figure S1 Southern blot strategy for the detection of homologous recombination at the *Atxn2* locus. Exon 1 is symbolized by a hatched rectangle and the CAG repeat by a light grey rectangle. FRT sites are represented by grey double triangles and loxP sites by a single triangle. The expected DNA fragment sizes for the 5′ Southern analysis are indicated in Table S1.
(TIF) Click here for additional data file.

Figure S2 Targeting strategy for the generation of the *Atxn2*-CAG42-knock-in model. Hatched rectangles represent *Atxn2* coding sequences, light grey symbolizes the CAG42-repeat and a solid line represents the chromosomal sequence. FRT sites are represented by double triangles and LoxP sites by single triangles. For primer sequences see Tables S2, S3, S4, S5.
(TIF) Click here for additional data file.

Figure S3 Genotyping strategy. The genotyping strategy is based on the distinction between the homologous recombined Neo-excised knock-in (CAG42) allele (984 bp) and the wild-type (WT) allele (793 bp). Heterozygotes (CAG1/CAG42) showed both products.
(TIF) Click here for additional data file.

Figure S4 Anti-ATXN2 immunohistochemistry of cerebellar Purkinje cells in 5 months old wild-type and Ataxin-2 deficient mice. Purkinje neurons of wild-type mice (WT) are selectively visualized by Ataxin-2 staining, while they do not display the specific immunoreactivity in Ataxin-2 deficient mice (KO).
(TIF) Click here for additional data file.

Figure S5 Immunohistochemistry of cerebellar Purkinje cells in 24 months old wild-type and CAG42 mice. Calbindin immunoreactivity allowed the sensitive detection of Purkinje cell bodies and dendritic trees, but an alteration of signal intensity or cell numbers in mutant tissue was not detectable.
(TIF) Click here for additional data file.

Figure S6 Overexpression of FBXW8 and CAG41-ATXN2 in HeLa cells. The soluble levels of Q22-ATXN2 and Q41-ATXN2 were unchanged after FBXW8 overexpression. For the insoluble levels, Q22-ATXN2 is again not influenced by FBXW8 levels, while a slight but insignificant reduction may be apparent for Q41-ATXN2, reminiscent of the stronger reduction for Q74-ATXN2 in Figure 8B. FBXW8 levels were increased by the overexpression both in the soluble and insoluble fraction (n = 3).
(TIF) Click here for additional data file.

Table S1 Expected DNA fragment sizes of the designed Southern blot analysis. The digestion with NsiI allowed the verification of successful 5′ homologous recombination. SphI digestion specifically detected the genomic integration of the CAG repeat. The digestion with AvrII and SpeI allowed the detection of the 3′ homologous recombination.
(DOC) Click here for additional data file.

Table S2 Primers for the verification of correct 3' and 5' integration.
(DOCX) Click here for additional data file.

Table S3 Primers for generation of an internal 3' probe and external 5' probe for Southern Blot analysis.
(DOCX) Click here for additional data file.

Table S4 Primers for the screening PCR to detect the Flp-mediated excision.
(DOCX) Click here for additional data file.

Table S5 Expected fragment sizes for the Flp-excision Southern blot analysis. After Flp-excision, again the 3' probe was used to confirm the deletion.
(DOCX) Click here for additional data file.

# Supplementary material for: ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice
**Source:** PLoS Genet. 2012 Aug 30;8(8):e1002920. doi: 10.1371/journal.pgen.1002920
**Supplement:** Table S1 — Expected DNA fragment sizes of the designed Southern blot analysis. The digestion with NsiI allowed the verification of successful 5′ homologous recombination. SphI digestion specifically detected the genomic integration of the CAG repeat. The digestion with AvrII and SpeI allowed the detection of the 3′ homologous recombination.

Table S1

| **Genomic DNA digestion with enzyme** | **5’ homologous recombination** | | **3’ homologous recombination** | |
| --- | --- | --- | --- | --- |
|  | **exp. wild-type fragment size** | **exp. targeted fragment size** | **exp. wild-type fragment size** | **exp. targeted fragment size** |
| NsiI | 6.2 kb | 2.8 kb (*loxP* insertion) | / | / |
| SphI | 7.0 kb | 4.8 kb (CAG repeat insertion) | / | / |
| AvrII | / | / | 3.4 kb | 5.2 kb |
| SpeI | / | / | 10.0 kb | 7.1 kb |

# Supplementary material for: ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice
**Source:** PLoS Genet. 2012 Aug 30;8(8):e1002920. doi: 10.1371/journal.pgen.1002920
**Supplement:** Table S2 — Primers for the verification of correct 3' and 5' integration.

Table S2. Primers for the verification of correct 3’ and 5’ integration

|  | **Primer** | **Sequence 5’-3’** | **PCR product size** |
| --- | --- | --- | --- |
| **3`-integration** | NOW1-A3 | CTATCAGGACATAGCGTTGGCTACC | 3132 bp |
|  | NOW1-B3 | CTGGTCTACAAAGTAGATGCTGCC |  |
| **5`-integration** | NOW1-C1 | TCCACTTTCCCAAACACAGGTCT | 2891 bp |
|  | NOW1-D1 | GGTCATCTTCACCTTCATATAACT | 3132 bp |

# Supplementary material for: ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice
**Source:** PLoS Genet. 2012 Aug 30;8(8):e1002920. doi: 10.1371/journal.pgen.1002920
**Supplement:** Table S3 — Primers for generation of an internal 3' probe and external 5' probe for Southern Blot analysis.

Table S3. Primers for generation of an internal 3’ probe and external 5’ probe for Southern Blot analysis.

|  | **Primer** | **Sequence 5’-3’** | **Size of probe** |
| --- | --- | --- | --- |
| **3` probe** | NOW1-3I-D1 | CTTAACTTTGACCTTTTGTGAGGCTGTGC | 418 bp |
|  | NOW1-3I-D2 | TGAAAGCACATGCCTTGTTGAATGC |  |
| **5`probe** | NOW1-5E-G1 | TCCCAAACACAGGTCTGAGTAAGAAGC | 365 bp |
|  | NOW1-5E-G2 | CTGGGGAATCAAACTCAAAGTCTGC |  |

# Supplementary material for: ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice
**Source:** PLoS Genet. 2012 Aug 30;8(8):e1002920. doi: 10.1371/journal.pgen.1002920
**Supplement:** Table S4 — Primers for the screening PCR to detect the Flp-mediated excision.

Table S4. Primers for the screening PCR to detect the Flp-mediated excision.

| **Primer** | **Sequence 5’-3’** | **PCR product in allele of** | | |
| --- | --- | --- | --- | --- |
| NOW1-K2 | TGAGTTGACTCCACAGGGAGGTGAGC | **WT** | **Targeted** | **Flp-excised** |
| NOW1-H2 | CCATCTCGCCAGCCCGTAAGATTC | 793 bp | 2944 bp | 948 bp |

# Supplementary material for: ATXN2-CAG42 Sequesters PABPC1 into Insolubility and Induces FBXW8 in Cerebellum of Old Ataxic Knock-In Mice
**Source:** PLoS Genet. 2012 Aug 30;8(8):e1002920. doi: 10.1371/journal.pgen.1002920
**Supplement:** Table S5 — Expected fragment sizes for the Flp-excision Southern blot analysis. After Flp-excision, again the 3' probe was used to confirm the deletion.

**Table S5. Expected fragment sizes for the Flp-excision Southern blot analysis.
After Flp-excision, again the 3’ probe was used to confirm the deletion.**

| **Allele** | **Expected size of SpeI fragment** |
| --- | --- |
| wild-type | 10.1 kb |
| targeted | 7.2 kb |
| Flp-excised | 5.6 kb |

How the deposited data were processed for this re-analysis (not part of the article)

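Transcript levels in cerebellum, brainstem and liver of 18 months old mice were measured on 24 Affymetrix arrays, 1 per mouse and tissue, with 4 CAG42 and 4 WT mice in each of the 3 tissues. The authors scanned the arrays and made the deposited log2 values with RMA, and the submitters' processing notes name R 2.7.0. RMA corrects the background, brings all arrays to one distribution and fits the probes of each probe set. Background signals, detection calls and scan dates were not used here, so that a level near the lower end of the scale cannot be told from background, and no batch could be tested. The number of mice limits the precision. Tissue, genotype and replicate number were taken from the sample labels, and the age and the number of animals from the paper. The sex of the mice is not given in the sources used here. Arrays of the 6 months old mice were not analysed here.

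Probe sets were named from the platform's annotation, with symbols brought up to date through the gene table of assembly GRCm38.p6. A probe set assigned to several genes or to none was tested and not named, except that 2 probe sets were named through Table 1 of the paper (1443378_PM_s_at, Adam1a, and 1455439_PM_a_at, Lgals1). Table 1's Ifi27l1 is Ifi27 in this gene table. A probe set named Cyp4a14 was not found in this annotation. The paper names no genome build for these values, so that no coordinates are given, and the gene table was used only for names and for which genes lie near Atxn2. The named probe sets covered 17097 genes, 17055 of them with a position.

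The linear model of limma 3.58.1 in R 4.3.3 held 1 mean per tissue and genotype over all 24 arrays, and its empirical Bayes step moderated the spread. Log2 fold changes are CAG42 minus WT. An adjusted p under 0.05 after Benjamini-Hochberg correction within each comparison made a call. The difference of the genotype effect between cerebellum and brainstem and between cerebellum and liver was tested in the same model. Exact permutation tests compared 4 with 4 mice for single probe sets and for means over gene groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Before the data were examined, the design, the alternatives, the gene lists and the rule for the genes named in the text were set. The rule takes the genes the paper names in its array results together with Atxn2 and Pabpc1, and per tissue up to 25 called genes with the largest change in which the genotypes did not overlap. Where fewer than 10 such genes were called, those of lowest p were added to reach 10. It also takes up to 4 members of each gene list with the lowest p and every called gene within 20 Mb of Atxn2. The values in Table 1 of the paper had been seen when the rule was written. Unnamed probe sets, further list members and second probe sets in the text were chosen after their values were seen.

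The 29 gene lists covered cell types, protein quality control, RNA binding, immune response, liver metabolism and hormone-dependent genes. Of their 465 genes, 389 were measured, each by its brightest probe set, and a list needed at least 3 measured genes. They gave 53 pairs of list and tissue. Each was tested with camera from limma at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether the genes of a list move one way on balance without comparing them with other genes. Benjamini-Hochberg correction ran over the 53 pairs. Of the 12 pairs that camera called, 0 held with an estimated correlation, where 8 of the 53 had an unadjusted p under 0.05, and fry called 2. Lists with genes of Table 1, among them the 2 called by fry, are not independent of these arrays.

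The genes near Atxn2 were compared with all other tested genes by Fisher's exact test, two-sided, with a gene counted as called if 1 of its probe sets was called in any tissue.

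The procedure was tested on simulated data before use, with 200 changed probe sets of 45037 in each tissue. With one spread per probe set in all tissues, changes of 0.5, 1 and 2 on the log2 scale were recovered at 35.8%, 91.0% and 100% in cerebellum, 49.3%, 85.1% and 100% in brainstem, and 44.8%, 95.5% and 100% in liver. With each tissue given its own spread, 27 of 192 calls in cerebellum, 35 of 190 in brainstem and 568 of 733 in liver were false.

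Deviations from the group means were compared across tissues. All 16 pairs of arrays with the same genotype and number in cerebellum and brainstem or in cerebellum and liver correlated with r of at least 0.126, and each of these arrays correlated best with its own number. In brainstem and liver, whose effects were not compared, the lowest r was 0.0879. The labels and the paper do not say that a number marks one mouse. With genotype and number as a random block across tissues (limma's duplicateCorrelation, consensus correlation 0.0641) no count moved by over 1.5 times.

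The alternatives were a fit of each tissue alone, the replicate number as a block, the random block and a filter on dim probe sets. Further ones were quantile normalization again within each tissue, subtraction of the array median, 2 other variance priors, array weights and the Xist level as a covariate. Benjamini-Hochberg over the 3 tissues together and 1 F statistic over the 3 tissues were also run. The paper's methods name F-statistics without saying over what they ran. The test the methods name for other assays, the mean of a gene's probe sets, and each array left out in turn completed the alternatives. Array weights per tissue, 8 other readings of the F statistic, the difference between tissues within each genotype and number, and the genes near Atxn2 without interferon-induced genes were chosen after the data were seen.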

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

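The tests of a strain variant, of one liver array by fits of 1 brain tissue with 1 array left out, of a base difference for Aldh2, for Kmt5a, for Kdm2b, P2rx7, A930024E05Rik and Oas1g by other tissues and for Fbxw8 and Adam1a separately and with 1 ratio per gene, of tissue differences within genotype and number, of both explanations for the interferon list, of the enrichment near Atxn2 by its p over other splits, and the fit with array weights per tissue were chosen after the result was seen.

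Called genes were more frequent within 20 Mb of Atxn2 (1.79%) than elsewhere (0.277%), and the paper reports 2 of these 8 genes. Among 100 draws of the genotype labels, only the real one reached the p of this enrichment (minus log10 p 4.13, highest in other draws 2.09). The draws treated the tissues as independent. Since arrays of one genotype and number deviated together across tissues, this does not exclude chance. The count of genes does not exclude it either (8, highest 127, reached by 12 of 100). The excess over other genes was 7.29 percentage points without WT replicate 1 of liver against 1.52 with all arrays. A base difference between the mouse strains under the probes of 1 probe set, which would lower its signal in 1 strain without a change of the transcript, is argued against for Fbxw8 and Adam1a, in each of which 2 bright probe sets changed (smaller over larger change 0.985, standard error 0.234, and 0.885, standard error 0.196), and for Kdm2b, whose probe set was brighter in both brain tissues than in liver and changed there by -0.0936 and -0.0198 times the change in liver (standard error 0.0904 and 0.0900). It remains a candidate explanation for Aldh2, whose other probe sets changed at most 0.220 times as much, and stays open for Kmt5a (0.507, standard error 0.198), for P2rx7, whose change in brainstem was 0.990 times that in cerebellum (standard error 0.195), as a base difference or a change of the transcript in both tissues would give, and for A930024E05Rik and Oas1g, which were dimmer in the other tissues and which a fixed minimum of brightness would admit to the comparison in brainstem (0.571, standard error 0.183, and 0.108, standard error 0.160, the latter arguing against it but at 5.10 in WT brainstem close to the minimum of 5), while over the 4 genes with several bright probe sets the median of 0.220 (standard error 0.168, 11 comparisons, 6 of them of Aldh2) and that of 0.696 with 1 ratio per gene (standard error 0.253) decide nothing. A variant of the ES cell strain kept around the targeted gene and an effect of the expanded repeat itself cannot be told apart, since all CAG42 mice carry the targeted allele, and the sign across tissues, the same in all 3 for 7 of the 8 genes (all but Kdm2b), decides nothing between them, as arrays of one genotype and number deviated together across tissues.

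The 66 calls in liver rest on the spread shared with both brain tissues, since the liver arrays alone gave 0 calls in limma (1512 at an unadjusted p under 0.05). The spread within liver groups lay above the shared one for 61 of the 66 called probe sets (12 of 20 in cerebellum, 1 of 7 in brainstem). It did so for 71.1% of all probe sets (27.5% in cerebellum, 27.0% in brainstem). Array weights per tissue left 11 calls. Both are what a shared spread too small for liver would give. The array weights set beforehand moved the count the other way, to 231. Whether 1 array alone widens the liver's own spread stays open: the liver arrays alone gave at most 1 call with any 1 array left out, but such fits gave 1 to 7 calls in cerebellum, against 10 with all its arrays and 20 with the shared spread, and 5 to 14 in brainstem, against 6 and 7, so that the 2 brain tissues do not settle how many calls such a fit can give, WT replicate 1 had an array weight of 0.122 against 0.429 to 0.939 for the other WT livers, and the calls with the shared spread numbered 2878 without it, 110 without WT replicate 4, 42 without CAG42 replicate 2 and 35 without CAG42 replicate 3. Of 35 splits of the 8 liver arrays, 10 gave as many calls as the real one, so that chance is not excluded. The highest other count was 7103, and what drives it was not tested. An effect of the genotype on liver stays open.

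The interferon list had a median log2 fold change of 1.18 in liver, and the paper does not discuss it as a group. Of this list the paper reports Ifi27 (as Ifi27l1) from the arrays, but could not reproduce its change by qPCR in other animals. The interferon list was not measured in other animals here. More lymphocytes or macrophages in the tissue are argued against as its cause by the medians of their marker lists, 0.0388 for Kupffer cells and macrophages (standard error 0.131) and -0.0995 for lymphocytes (standard error 0.0626), both below 0.592, the interferon median multiplied by 0.5. Differences between single mice remain open, since the list's mean per mouse was 0.456 to 1.73 in CAG42 and -0.753 to 0.631 in WT mice, relative to the WT mean (exact permutation test, two-sided, p = 0.0571). An effect of the genotype remains open too.

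The list of ketone body and branched-chain amino acid metabolism had a median of -0.27 in liver. The paper reports Acat1 of this list from the arrays, but could not reproduce its change by qPCR in other animals. The list was not measured in other animals here. Its mean per mouse, relative to WT, was -0.28 ± 0.08 in CAG42 and 0 ± 0.13 in WT mice (SD, n = 4, exact permutation test, two-sided, p = 0.0286).

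The genotype effect differed between cerebellum and brainstem for the unnamed 1441721_PM_at, by 1.61 (limma, adjusted p = 0.0032). Between cerebellum and liver it differed for Kdm2b by -1.66 (adjusted p = 0.000648), for the unnamed 1459861_PM_s_at and 1447526_PM_at by -2.55 (adjusted p = 0.000884) and -1.25 (adjusted p = 0.0064), and for Bcl11a by 0.75 (adjusted p = 0.0064). Taken within each genotype and number, neither comparison gave a call (limma, 0 and 0, with 1908 and 1387 at an unadjusted p under 0.05). Chance is not excluded for the count of either comparison (1, highest other 10, reached by 27 of 100 draws, and 4, highest other 38, reached by 10 of 100). The first count was 2 without CAG42 replicate 4 of cerebellum. The second was 55, 9, 7 and 10 without WT replicate 1, 2, 3 and 4 of liver, and 8 without CAG42 replicate 4 of liver or of cerebellum.

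A single sample stood far from the other 3 of its group in 8 of 108 groups tested, where chance gives about 1 in 20. Acat1 by 1424183_PM_at was at 9.91 in brainstem of CAG42 replicate 4 (others 10.06 to 10.09). Fbxw8 in cerebellum was at 8.38 in CAG42 replicate 4 by 1426944_PM_at (others 8.15 to 8.16) and at 7.81 in WT replicate 3 by 1436732_PM_s_at (others 6.63 to 6.80). Adam1a by 1427790_PM_at was at 6.30 in brainstem of WT replicate 3 (others 6.65 to 6.70). The 3′ minus 5′ signal was -0.132 for Gapdh in cerebellum of WT replicate 1 (others -0.0321 to -0.0165) and 0.813 for actin in brainstem of WT replicate 1 (others 0.642 to 0.663). The array median was 4.42 in cerebellum of CAG42 replicate 1 (others 4.53 to 4.54), and the mean of the erythrocyte genes, relative to WT, 0.529 in cerebellum of WT replicate 4 (others -0.216 to -0.109).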

How the results depend on the processing

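Array weights per tissue, the F statistic readings other than the plain one, tissue differences within genotype and number and the genes near Atxn2 without interferon genes were chosen after the result was seen, as was the test of the enrichment p over other splits. The cause was not tested where a value moved, except that a fit of 1 tissue or with 1 array left out rests on fewer arrays and the filter and the mean per gene on fewer features. Of the values and settings compared for counts, gene groups and the probe sets of Fbxw8 and Adam1a in cerebellum, 298 kept their direction and side of the threshold or stayed within 1.5 times, 29 lost their call and 79 moved. For other single probe sets it was 845 the same, 208 with the call lost, 7 with a call gained and 3 reversed. The reversed values were not called in any setting that turned them: with 1 array left out, Adam1a 1443378_PM_s_at liver lay between -0.15 (without CAG42 replicate 2) and 0.052 (without WT replicate 1), and at 0.0053 without CAG42 replicate 3, and Fbxw8 1426944_PM_at liver lay between -0.010 (without WT replicate 3) and 0.49 (without WT replicate 1). The share of called genes near Atxn2 stayed above that elsewhere at p under the threshold in every setting run. Dim signals limit what can be seen: 1457155_PM_at of Aldh2 and 1427791_PM_a_at of Adam1a lie at the lower end of the scale in cerebellum. Among others, P2rx7 (3.81) and Entpd3 (4.12) in cerebellum and Pclo (3.67) in liver of CAG42 mice also lay below the array medians.

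Each tissue alone: 10 probe sets in cerebellum, 0 in liver (limma, 1512 at an unadjusted p under 0.05), 0 for cerebellum minus liver (1359), 2 calls of Table 1, and Fbxw8 at 1.35 (adjusted p = 0.0936) and 1.32 (0.343). Filter on dim probe sets: 4 in brainstem and 0 for cerebellum minus brainstem (limma, 292 unadjusted; 1 in the other limma settings run without arrays left out, except within genotype and number). Array weights: 32, 25 and 231 in cerebellum, brainstem and liver. Array weights per tissue: 34, 18 and 11, 2 for cerebellum minus liver and 7 calls of Table 1. Xist level as covariate: Adam1a by 1427790_PM_at -0.93 (adjusted p = 0.0585) and Fbxw8 by 1436732_PM_s_at 1.31 (0.0585). Benjamini-Hochberg over the 3 tissues together: 11 in brainstem. F statistic: 25 in brainstem and 38 in liver. F statistic read otherwise: 23 and 37 (tissue p under 0.01), 18 and 29 (under 0.001), 15 and 23 (fold over 1.5), 17 and 32 (nestedF), 25 and 38 (with control probe sets), 25 in liver (hierarchical), 32 in cerebellum and 30 in brainstem (trend), and 9 in cerebellum, 13 in liver and 5 calls of Table 1 (fold over 2). The methods' t-test after Benjamini-Hochberg: 0, 0 and 0 in the 3 tissues and 0 calls of Table 1, with Adam1a at -0.93 and -0.82 and Fbxw8 at 1.35 and 1.32, all without a call; without correction: 2800, 2735 and 1916. Mean of a gene's probe sets: 6 in cerebellum and 0 in brainstem (limma, 616 unadjusted). Gene lists with an estimated correlation: 0, 0, 0 and in all 0 of 53 (2, 2, 4 and 8 unadjusted). Gene lists with fry: 0, 0, 2 and in all 2 (1, 2, 4 and 7 unadjusted). Tissue differences within genotype and number: 0 for cerebellum minus brainstem and 0 for cerebellum minus liver (limma, 1908 and 1387 unadjusted). Quantile normalization within tissue gave 95 probe sets in liver, 58 of them higher.

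With 1 array left out, the counts were 9 to 19 in cerebellum, 6 to 11 in brainstem, 35 to 2878 in liver, 1 to 2 for cerebellum minus brainstem, 4 to 55 for cerebellum minus liver and 8 to 12 for Table 1, and the excess near Atxn2 was 1.14 to 7.29 percentage points. Camera called 3 to 6 lists in cerebellum (3 without WT replicate 4), 2 to 5 in brainstem (5 without WT replicate 1, 4 without WT replicate 2 or CAG42 replicate 3) and 3 to 9 in liver (3 without WT replicate 1, 9 without CAG42 replicate 4). Fbxw8 1426944_PM_at cerebellum was at 1.24 to 1.55, Fbxw8 1436732_PM_s_at cerebellum at 1.20 to 1.60 and Fbxw8 1458413_PM_at cerebellum at 0.38 to 0.68. Adam1a 1427790_PM_at cerebellum was at -0.98 to -0.84, Adam1a 1443378_PM_s_at cerebellum at -0.88 to -0.77 and Adam1a 1427791_PM_a_at cerebellum at -0.16 to -0.00.

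Mice of both genotypes in a tissue share only a number: their deviations correlated with r of -0.128 to 0.191 in cerebellum, -0.112 to 0.287 in brainstem and -0.231 to 0.0984 in liver, and 1, 2 and 0 of 4 correlated best with their own number. The replicate block gave 13 probe sets in cerebellum, 28 in liver and 2 for cerebellum minus liver, and Fbxw8 by 1436732_PM_s_at at 1.32 (adjusted p = 0.0986).

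Among 35 splits of the 8 arrays of a tissue, only the real one reached the count in cerebellum (20, highest other 5). This is the smallest share that 35 splits can give, and several such tests were run, so that chance is not excluded. It is not excluded for the count in brainstem either (7, highest other 12, 3 of 35). Nor do the splits exclude chance for the lists called by camera in cerebellum (5, highest other 6, 5 of 35), brainstem (2, highest other 7, 33 of 35) or liver (5, highest other 11, 22 of 35).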

Differences from the paper's values

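The fit with array weights per tissue and 8 readings of the F statistic were chosen after the paper's values had been seen; the other settings named here were set before the data were examined.

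The paper's 20 called genes in cerebellum stand beside 20 called probe sets here, at the same threshold and correction. For brainstem the paper's count is 14 and this one 7, and for liver the paper's is 30 and this one 66, all counted as probe sets, since a count of named genes (8, 2 and 47) leaves out probe sets assigned to no gene. In brainstem, Benjamini-Hochberg over the 3 tissues together (11) and leaving out WT replicate 1 (11) or CAG42 replicate 4 (10) came within 1.5 times of the paper's count, and the other 20 of 23 settings did not. In liver, the replicate block (28), Benjamini-Hochberg over the 3 tissues together (45), the F statistic (38) and leaving out CAG42 replicate 2 (42) or 3 (35) did, and the other 18 of 23 did not. The paper's methods name F statistics. Read as an F statistic under the threshold together with the tissue's own unadjusted p under 0.05, the counts in cerebellum, brainstem and liver were 27, 25 and 38, and 11 of the 12 calls of Table 1 were made and 1 dropped.

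Of the 8 readings of the F statistic chosen after the paper's values were seen, a tissue p under 0.01 gave 25, 23 and 37 probe sets in cerebellum, brainstem and liver and dropped 1 of the 12 calls of Table 1, and a tissue p under 0.001 gave 24, 18 and 29 and dropped 1. A fold over 1.5 gave 17, 15 and 23 and dropped 4, and a fold over 2 gave 9, 7 and 13 and dropped 7. The nestedF method of limma gave 24, 17 and 32 and dropped 1, and its hierarchical method 16, 10 and 25 and dropped 2. An intensity trend gave 32, 30 and 45 and dropped 0, and the F statistic with control probe sets included 27, 25 and 38 and dropped 1. In all 3 tissues, counts within 1.5 times of the paper's came from a tissue p under 0.001, a fold over 1.5, nestedF and hierarchical. The other readings lay outside in some tissue. Array weights per tissue, also chosen after the values were seen, gave 34, 18 and 11, of which only the brainstem count lies within 1.5 times. They made 7 of the 12 calls of Table 1 and dropped 5.

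The 12 folds of Table 1 lay within 0.992 to 1.005 times of those found here, all with the same direction, while the 12 p-values were over 1.5 times apart. For Acat1 in liver the paper's p was 0.0101 by 1451271_PM_a_at, 0.0071 by 1424183_PM_at and 0.0052 by 1424182_PM_at, against 0.00253, 0.00158 and 0.00181 here from limma. For Adam1a the paper's was 0.0009 in cerebellum and in brainstem by 1443378_PM_s_at and 0.0071 in cerebellum by 1427790_PM_at, against 0.00189, 0.206 and 0.0225. For Fbxw8 in cerebellum the paper's was 0.0077 by 1426944_PM_at and 0.0095 by 1436732_PM_s_at, against 0.0135 and 0.0225. For Ifi27l1 in liver the paper's was 0.0273 by 1452956_PM_a_at and 0.0213 by 1454757_PM_s_at, against 0.0048 and 0.00412, and for Lgals1 0.0165 by 1419573_PM_a_at and 0.0459 by 1455439_PM_a_at, against 0.00295 and 0.00836.

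Of the 21 settings run for each p, the F statistic over the 3 tissues, which has 1 p for all tissues, came within 1.5 times of the paper's for all 12. It gave 0.00826, 0.00576 and 0.00452 for Acat1, 0.000848 and 0.00733 for Adam1a, 0.00826 and 0.00967 for Fbxw8, 0.0318 and 0.0252 for Ifi27 and 0.018 and 0.0534 for Lgals1. Besides it, the array median subtracted and the Xist level as covariate came within for all 3 probe sets of Acat1, array weights and leaving out WT replicate 4 for 1424182_PM_at, leaving out CAG42 replicate 4 for 1424182_PM_at and 1451271_PM_a_at, and leaving out CAG42 replicate 3 for 1424183_PM_at and 1451271_PM_a_at. The Xist covariate and leaving out CAG42 replicate 3 came within for both probe sets of Ifi27 and of Lgals1, leaving out WT replicate 3 for both of Ifi27 and for 1455439_PM_a_at, leaving out CAG42 replicate 2 for both of Ifi27 and CAG42 replicate 4 for 1454757_PM_s_at, leaving out CAG42 replicate 1 for both of Lgals1, and the replicate block for 1455439_PM_a_at. The filter on dim probe sets came within for 1443378_PM_s_at of Adam1a in cerebellum and 1426944_PM_at of Fbxw8, and an intensity trend for the latter. Every other setting lay outside.

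The paper lists Adam1a by 1443378_PM_s_at as lower in brainstem. Here it had a log2 fold change of -0.55 and did not pass, with all CAG42 mice below all WT mice. It passed with array weights (limma, adjusted p = 0.0109), with the F statistic over the 3 tissues, with the methods' unpaired test without correction and with liver WT replicate 1 left out, and, among settings chosen after the values were seen, with array weights per tissue (adjusted p = 0.00892, 5 of the 12 calls of Table 1 dropped) and with 5 of the 8 other readings of the F statistic, namely a tissue p under 0.01 or 0.001, nestedF, the intensity trend and the control probe sets included, which dropped at most 1. The paper singles out Adam1a and Fbxw8 as neighbours of Atxn2 with altered transcripts, while here Aldh2, P2rx7, A930024E05Rik, Oas1g, Kdm2b and Kmt5a within 5 Mb of Atxn2 also had a called probe set. The paper gives 5 genes as recognized by more than 1 probe set, all of which were found here, while Dap in cerebellum and Cyp7a1, Dleu2 and Hsd3b3 in liver also had more than 1 called probe set.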

Other observations

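Single probe sets without a gene name and further members of a list are named here after their values were seen. Gene groups of the immune response and of protein turnover that the text has not yet described did not pass in camera, whose adjusted p over the 53 pairs of list and tissue was 0.128 to 0.984 where no value is given. Of 11 interferon-stimulated genes, which were called in liver, 9 had a log2 fold change above 0 in cerebellum (median 0.31, adjusted p = 0.0884), with 0.45 for Ifit1 and 0.41 for Rsad2, and the median in brainstem was 0.17 (adjusted p = 0.399). Of 25 proteasome genes 19 had a log2 fold change below 0 in brainstem (median -0.06, adjusted p = 0.0503), and the medians were 0.02 in cerebellum and -0.03 in liver. The immediate early genes had a median of 0.18 in brainstem (adjusted p = 0.0599), with 0.58 for Fos, and of 0.12 in liver (adjusted p = 0.224), with 1.72 for Egr1. Genes of the unfolded protein response had a median of 0.07 in brainstem, 0.04 in cerebellum and 0.10 in liver, where their mean was -0.04 (adjusted p = 0.383). Adjusted over the list alone, the chaperone gene Dnajb9 (0.29) and the transcription factor gene Atf3 (0.41) were higher in liver and the asparagine synthetase gene Asns (-1.39) was lower, while none of them passed over all probe sets. Heat shock chaperones had medians of 0.06 in liver, 0.04 in brainstem and 0.03 in cerebellum, and the SCF ubiquitin ligase and F-box genes 0.01 in both liver and brainstem. The partners of ATXN2, with genes of mRNA decay and stress granules, had a median of 0.02 in brainstem and -0.01 in cerebellum, and ribosomal proteins -0.02 in brainstem.

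In liver, 14 of 17 genes of cholesterol biosynthesis had a log2 fold change below 0 (median -0.09, adjusted p = 0.0805), with -0.44 for Hsd17b7, and none passed. Male-biased liver genes had a median of -0.11 (adjusted p = 0.0633), and adjusted over the list alone Elovl3 (-0.63) and Cyp7b1 (-0.38) were lower, while none passed over all probe sets. The 3 female-biased genes higher over the list alone were Cyp2b9, Cyp2b13 (2.88) and Cyp3a44 (0.38). Of 17 targets of PPAR alpha, Acadm (-0.30) was lower over the list alone, and the list had a median of 0.00 and a mean of -0.02 (adjusted p = 0.451). Medians in liver were 0.06 for fatty acid synthesis, 0.23 for erythrocyte genes, 0.04 for acute phase proteins, -0.03 for stellate cell and fibrosis genes, 0.04 for Kupffer cells and macrophages (mean -0.02), -0.10 for lymphocytes, and -0.00 for the growth hormone and IGF axis (mean 0.03). Circadian clock genes had medians of 0.06 in brainstem, 0.06 in cerebellum and 0.04 in liver. Among brain cell types, 13 of 15 genes of Purkinje calcium and glutamate signalling and other ataxia genes had a log2 fold change below 0 in cerebellum (median -0.05, adjusted p = 0.242), granule cell markers had a median of -0.02, myelin genes -0.03 and astrocyte genes -0.03 (mean 0.05) there. In brainstem the medians were 0.08 for brainstem neuron markers, 0.07 for microglia, 0.17 for choroid plexus and -0.02 for astrocyte genes.

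The mean per mouse of the groups called by camera was compared between 4 CAG42 and 4 WT mice by exact permutation tests, two-sided. The p was 0.0286 for myelin genes in brainstem, where the mean relative to WT was 0.14 ± 0.06 in CAG42 and 0 ± 0.06 in WT mice (SD, n = 4). In cerebellum it was 0.0857 for erythrocyte and for immediate early genes, 0.114 for ribosomal proteins and 0.143 for microglia (all exact), and in brainstem 0.114 for erythrocyte genes. In liver the exact p was 0.343 for ATXN2 partners, 0.343 for ribosomal proteins and 0.2 for female-biased genes, whose mean relative to WT was 1.38 ± 0.37 in CAG42 and 0 ± 1.61 in WT mice (SD, n = 4).

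The 5 probe sets of Atxn2 and the 2 of Pabpc1 did not pass in any of the 3 tissues in limma. In cerebellum, 1419866_PM_s_at of Atxn2 was at 9.98 ± 0.10 in CAG42 and 9.98 ± 0.07 in WT mice (log2, SD, n = 4), and the log2 fold changes of the 5 probe sets were -0.12 to 0.08. In brainstem, the value of 1419866_PM_s_at was -0.14 (standard error 0.15), with all CAG42 mice below all WT mice, and in liver the lowest p was that of 1438144_PM_x_at, with -0.32 (adjusted p = 0.325). For Pabpc1, 1418883_PM_a_at gave 0.08, 0.12 and 0.10 in cerebellum, brainstem and liver, with all CAG42 mice above all WT mice in brainstem. In the paper's qPCR, Atxn2 mRNA was mildly higher in cerebellum at this age and Pabpc1 was unchanged there. The standard errors of the 5 Atxn2 probe sets in cerebellum were 0.11 to 0.20. The arrays can thus miss a mild rise, and their lack of a call does not speak against the qPCR.

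Probe sets assigned to no gene or to several were among those with the largest changes in both brain tissues. 1443905_PM_at changed by -2.07 in cerebellum and -1.61 in brainstem, 1447526_PM_at by -1.71 and -1.56, 1446429_PM_at by -1.27 and -1.03, and 1441721_PM_at by -2.24 in brainstem.

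Xist by its brightest probe set was at 11.67 to 11.86 on the cerebellum arrays, 11.54 to 11.79 on the brainstem arrays and 11.10 to 11.61 on the liver arrays. The highest value of the Y-linked genes Kdm5d and Uty on any array was 3.53, 3.22 and 3.54 in the 3 tissues. These values argue against male mice among the arrays. The Xist level as covariate thus does not compare sexes. Eif2s3y by the brighter of its probe sets was at 5.45 ± 0.26 in CAG42 and 5.38 ± 0.61 in WT liver (SD, n = 4), and by the other at 2.79 ± 0.03 and 2.95 ± 0.23.

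The 3′ minus 5′ signal of the actin control probe sets was 0.648 ± 0.0385 in CAG42 and 0.677 ± 0.0532 in WT cerebellum (log2, SD, n = 4, exact permutation test, two-sided, p = 0.457), 0.653 ± 0.0577 and 0.693 ± 0.0800 in brainstem (exact p = 0.514) and 0.850 ± 0.0437 and 0.931 ± 0.109 in liver (exact p = 0.2). That of Gapdh was -0.0752 ± 0.0568 and -0.0520 ± 0.0539 in cerebellum (exact p = 0.514) and 0.245 ± 0.0433 and 0.192 ± 0.0679 in liver (exact p = 0.229).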
